# The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia

**DOI:** 10.1371/journal.pone.0185762

**Published:** 2017-10-12

**Authors:** Sung Hee Choi, Eric Severson, Warren S. Pear, Xiaole S. Liu, Jon C. Aster, Stephen C. Blacklow

## Abstract

Notch is a major oncogenic driver in T cell acute lymphoblastic leukemia (T-ALL), in part because it binds to an enhancer that increases expression of *MYC*. Here, we exploit the capacity of activated *NOTCH1* and *NOTCH3* to induce T-ALL, despite substantial divergence in their intracellular regions, as a means to elucidate a broad, common Notch-dependent oncogenomic program through systematic comparison of the transcriptomes and Notch-bound genomic regulatory elements of NOTCH1- and NOTCH3-dependent T-ALL cells. ChIP-seq studies show a high concordance of functional NOTCH1 and NOTCH3 genomic binding sites that are enriched in binding motifs for RBPJ, the transcription factor that recruits activated Notch to DNA. The interchangeability of NOTCH1 and NOTCH3 was confirmed by rescue of NOTCH1-dependent T-ALL cells with activated NOTCH3 and *vice versa*. Despite remarkable overall similarity, there are nuanced differences in chromatin landscapes near critical common Notch target genes, most notably at a Notch-dependent enhancer that regulates *MYC*, which correlates with responsiveness to Notch pathway inhibitors. Overall, a common oncogenomic program driven by binding of either Notch is sufficient to maintain T-ALL cell growth, whereas cell-context specific differences appear to influence the response of T-ALL cells to Notch inhibition.

## Introduction

Notch receptors play critical roles in metazoan development and cellular homeostasis. In normal signaling, receptor activation relies on *trans* interactions between Notch receptors and DSL (Delta, Serrate, and Lag2) ligands. Ligand binding stimulates receptor proteolysis, liberating the intracellular portion of Notch (ICN) from the membrane. ICN translocates to the nucleus where it forms a complex with the DNA-binding factor RBPJ and a transcriptional co-activator of the Mastermind-like family (MAML), stimulating transcription of Notch target genes [1, 2].

In mammals, there are four different Notch receptors and five DSL ligands. Each receptor has a similar domain organization, with a series of N-terminal, ligand-binding EGF-like repeats, followed by a negative regulatory region (NRR), a transmembrane segment, and an intracellular effector region, which includes a (RAM) region, seven iterated ankyrin (ANK) repeats, a transactivation domain (TAD), and a PEST domain [3]. Multiple sequence alignment shows that Notch1 and Notch2 are most similar, with divergence increasing in Notch3 and greatest in Notch4. The most highly conserved region of the four mammalian Notch proteins is the ankyrin repeat region, where there is 66% identity between NOTCH1 and NOTCH3. The region C-terminal to the ankyrin repeats, however, is much more divergent, with the transactivation domain (TAD) containing only 21% sequence identity. Deletion of the region encoding the Notch1 TAD in mice results in a hypomorphic phenotype with perinatal lethality, confirming its importance [4], but the functional implications of the divergence in the TAD domain are largely unknown.

Aberrant increases and decreases in Notch signaling activity are linked to several rare developmental disorders and diverse human cancers, consistent with the important role of Notch as a pleiomorphic developmental regulator [1]. Immature pre-T cells are particularly susceptible to transformation by excessive Notch signaling, as more than 50% of T cell acute lymphoblastic leukemias (T-ALL) derived from these cells have mutations causing ligand-independent NOTCH1 activation [5]. In addition, transduction of ICN1 or “gain of function” human NOTCH1 mutants into murine hematopoetic stem cells induces T-ALL, recapitulating the human disease [6, 7]. The strong association of *NOTCH1* mutations with T-ALL likely reflects key functions of Notch during T cell development, which fails in the absence of *Notch1* and occurs ectopically in the bone marrow when Notch is overactive in hematopoietic progenitor cells [7, 8].

Like *Notch1* and *Notch2*, *Notch3* also is expressed in hematopoietic progenitors and can partially substitute for *Notch1* in T cell lineage specification [9]. In addition, transgenic mice expressing ICN3 develop T-ALL with high penetrance [10], establishing the leukemogenic potential of *Notch3*. Increased NOTCH3 signaling activity in human cells also can be oncogenic; the human cell line TALL1, which has wild-type *NOTCH1* but exhibits sensitivity to gamma secretase inhibitors (GSI; [5, 11]), has a mutation in the NOTCH3 NRR that leads to ligand-independent NOTCH3 activation [11]. This mutation is analogous to previously described activating NOTCH1 mutations in human T-ALL, suggesting that TALL1 is a NOTCH3-dependent, NOTCH1-independent T-ALL cell line.

Here, we use the NOTCH3-mutated T-ALL cell line TALL1 to determine how the genomic response to NOTCH3 compares with the response to NOTCH1 in the NOTCH1-mutated T-ALL cell line CUTLL1. Despite substantial differences in the sequences of NOTCH1 and NOTCH3, particularly within the TAD region, comparative analysis of the genomic landscape of Notch binding sites and of the transcriptional response to activated Notch shows that the oncogenomic effects of NOTCH3 and NOTCH1 in T-ALL cells are highly overlapping. These shared features, including the direct induction of sentinel Notch targets like *NRARP*, as well as subtle differences in the regulatory elements near certain key genes, particularly *MYC*, further refine our understanding of the regulatory networks involving Notch that drive T-ALL cell growth and survival.

## Results

### TALL1 cells are NOTCH3-dependent

TALL1 is one of several T-ALL cell lines that undergo growth arrest in response to treatment with gamma-secretase inhibitors (GSIs; [5]). Unlike other GSI-sensitive cell lines, which harbor activating mutations of NOTCH1, TALL1 cells carry an S1580L mutation in the NOTCH3 NRR that results in ligand-independent NOTCH3 proteolysis [11]. Analysis of mRNA in TALL1, CUTLL1, DND41, HPB-ALL, and KOPTK1 showed that *NOTCH3* and *NOTCH1* mRNAs are expressed in all five cell lines (**Fig 1A**). However, Western blotting with antibodies specific for the gamma-secretase products ICN1 and ICN3 revealed that only TALL1 cells produce ICN3. By contrast, the other four lines produce ICN1, whereas TALL-1 cells do not (**Fig 1B**). These data confirm that NOTCH3 is the source of active Notch signaling in TALL1 cells.

**Fig 1:**
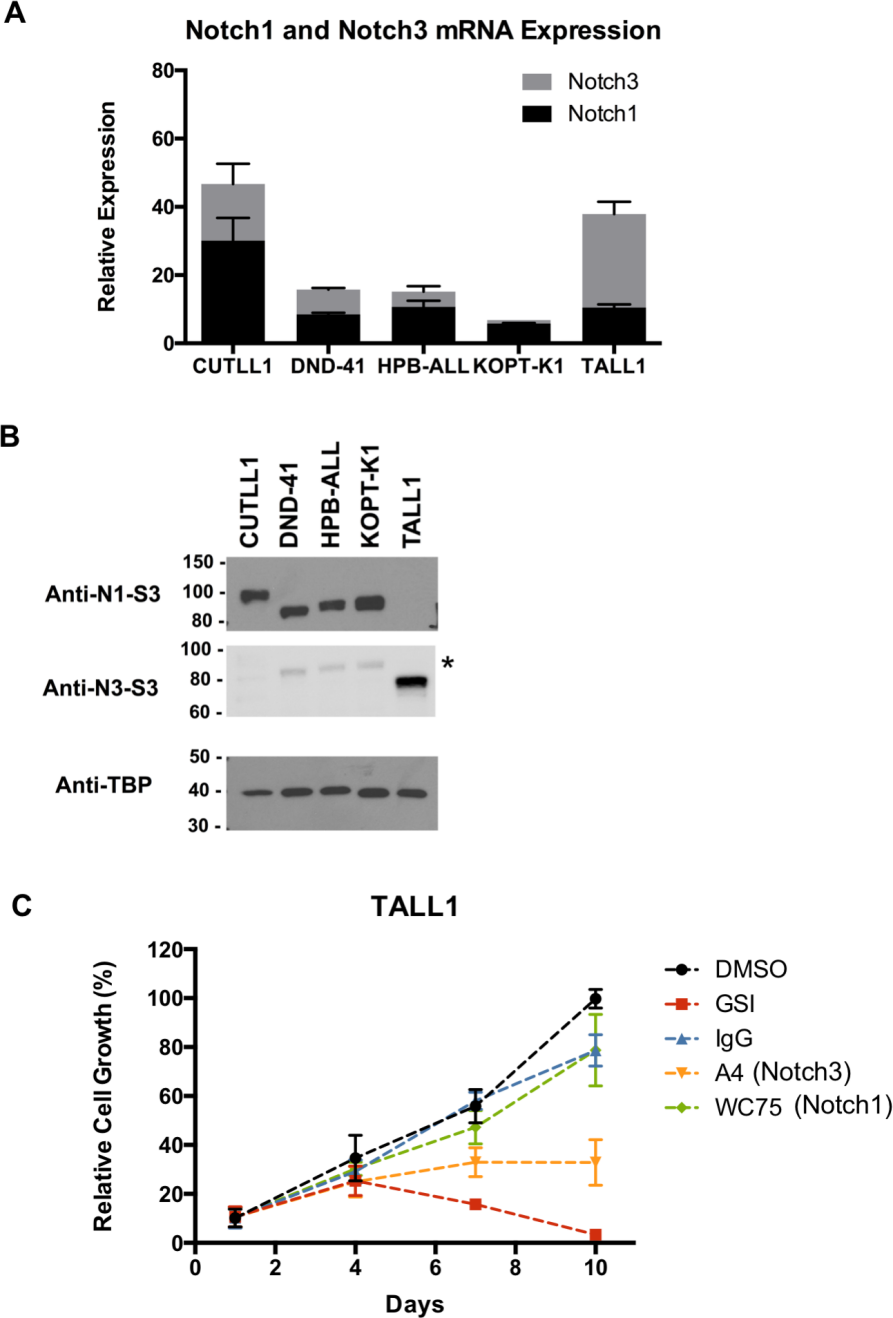
TALL1 cells are NOTCH3-dependent. (A) NOTCH1 and NOTCH3 mRNA transcript levels. Transcripts were quantified using gene specific primer sets and GAPDH as a reference gene. (B) Active nuclear ICN1 and ICN3. Western blots of fractionated cell lysates were stained with the indicated specific antibodies. The anti-N3-S3 antibody, which recognizes gamma-secretase cleaved NOTCH3, has weak cross-reactivity to gamma-secretase cleaved NOTCH1 (asterisk). (C) TALL1 cell growth is strongly inhibited by GSI, partially inhibited by the anti-NOTCH3 NRR antibody A4, and resistant to the anti-NOTCH1 NRR antibody WC75.

To further link TALL1 cell growth to NOTCH3, we treated these cells with antibodies that selectively block NOTCH1 or NOTCH3. We observed that TALL1 growth is partially inhibited by the anti-NOTCH3 NRR antibody A4 [12], as judged by comparison to the effect of GSI, but was completely unaffected by the anti-NOTCH1 NRR antibody WC75 (**Fig 1C**). The partial growth inhibition seen in the A4-treated cells appears to result from incomplete Notch pathway blockade, as qPCR analysis of the canonical Notch target genes *HES4* and *DTX1* revealed that expression of these genes is strongly suppressed by GSI treatment and more modestly inhibited by A4 treatment (**S1 Fig, related to Fig 1**). Other selective NOTCH3 inhibitory antibodies also suppress TALL1 cell growth [13], further confirming that TALL1 cells are dependent on NOTCH3.

### NOTCH3 and NOTCH1 have similar effects on gene expression in T-ALL cells

To examine the global effects of NOTCH3 on the transcriptome of TALL1 cells, we performed gene expression profiling of TALL1 cells in Notch “on” and “off” states. Microarray analysis of RNA harvested from cells treated for 24 hours with the GSI compound E, the anti-NOTCH3 antibody A4, or DMSO (vehicle control) revealed that most genes inhibited by GSI were also inhibited by the A4 antibody, but to a lesser extent. Since the A4 antibody is highly specific, this overlap helps to confirm that GSI effects on gene expression in T-ALL cells is largely due to NOTCH3 inhibition (**Fig 2A**). We then used this newly generated TALL1 gene expression data to perform gene-set enrichment analysis (GSEA) with previously defined signatures for NOTCH1 in T-ALL cells and for MYC. This analysis showed that the NOTCH3-on state in TALL1 is highly enriched for Notch and Myc signatures (**Fig 2B**), indicating that NOTCH3 and NOTCH1 have similar effects on the transcriptomes of T-ALL cells.

**Fig 2:**
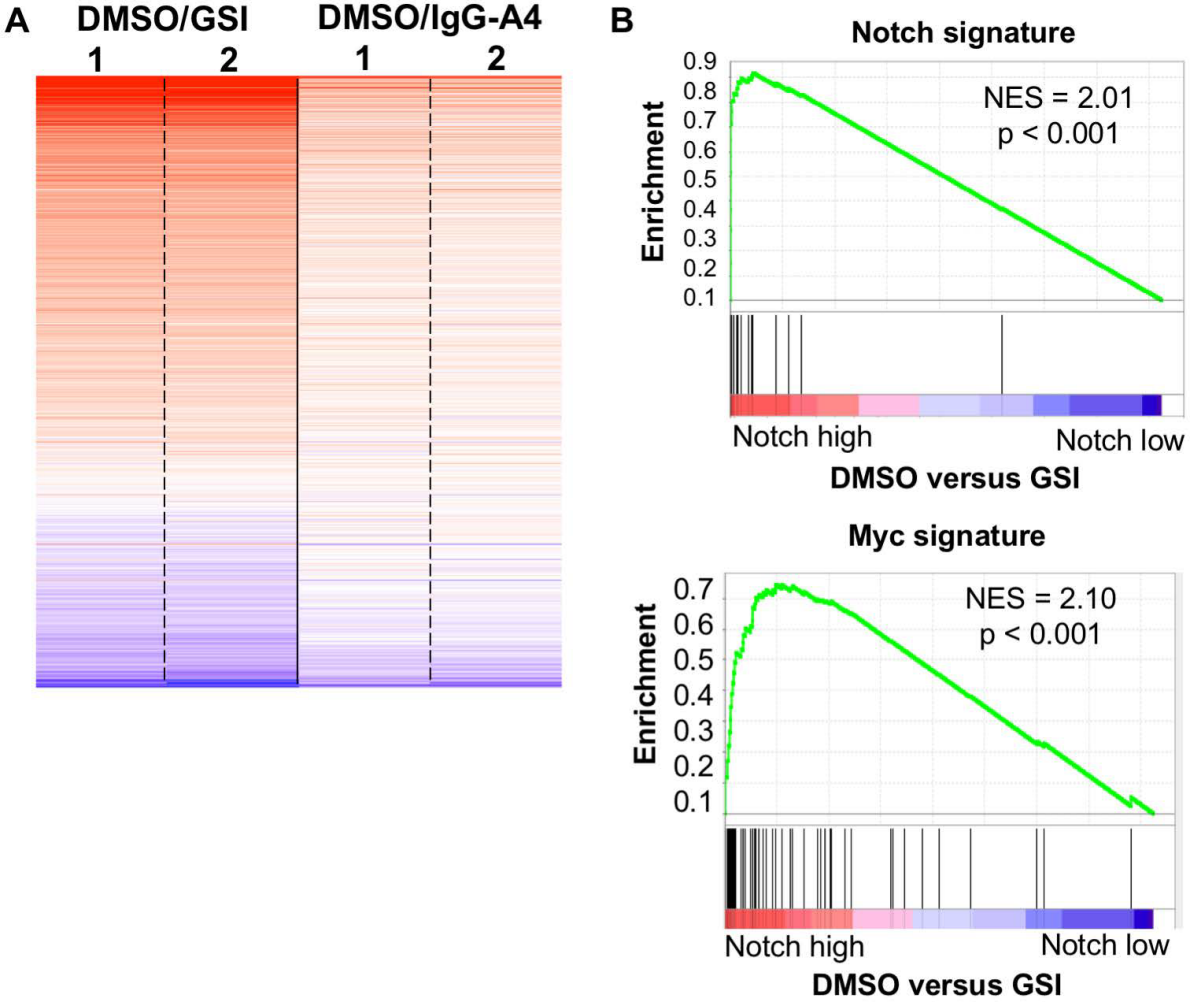
Effects of NOTCH 3 inhibition on TALL1 gene expression. (A) GSI and A4, a NOTCH3-specific blocking antibody, perturb the same gene sets, but to different extents. The fold change in mRNA levels of duplicate samples of TALL1 cells, comparing Notch-on (DMSO) versus Notch-off (either GSI, left or A4 antibody, right) conditions, is shown as a heat map on a log_2_ scale (p<0.05 in either gene set, n = 760). (B) Gene set enrichment analysis (GSEA). Genes showing significantly increased expression in the Notch on state are highly enriched for the Notch1 signature derived from analysis of T-ALL cell lines and for the GSEA Myc signature.

To further evaluate these similarities, we compared the Notch-responsive patterns of gene expression in NOTCH1-dependent CUTLL1 cells and NOTCH3-dependent TALL1 cells. We found that the fold-change of individual genes in response to toggling between Notch-off and -on states showed a strong, statistically significant correlation, which is most easily visualized for the top quintile of all expressed genes (**Fig 3A**). Notable highly correlated examples include the genes *NRARP*, *DTX1*, *HES4*, and *HES1* as well as the non-coding RNA *LUNAR1* [14]. A heat-map of all genes significantly altered by Notch further highlights the similarity of gene regulation by Notch in CUTLL1 and TALL1 cells (**Fig 3B**).

**Fig 3:**
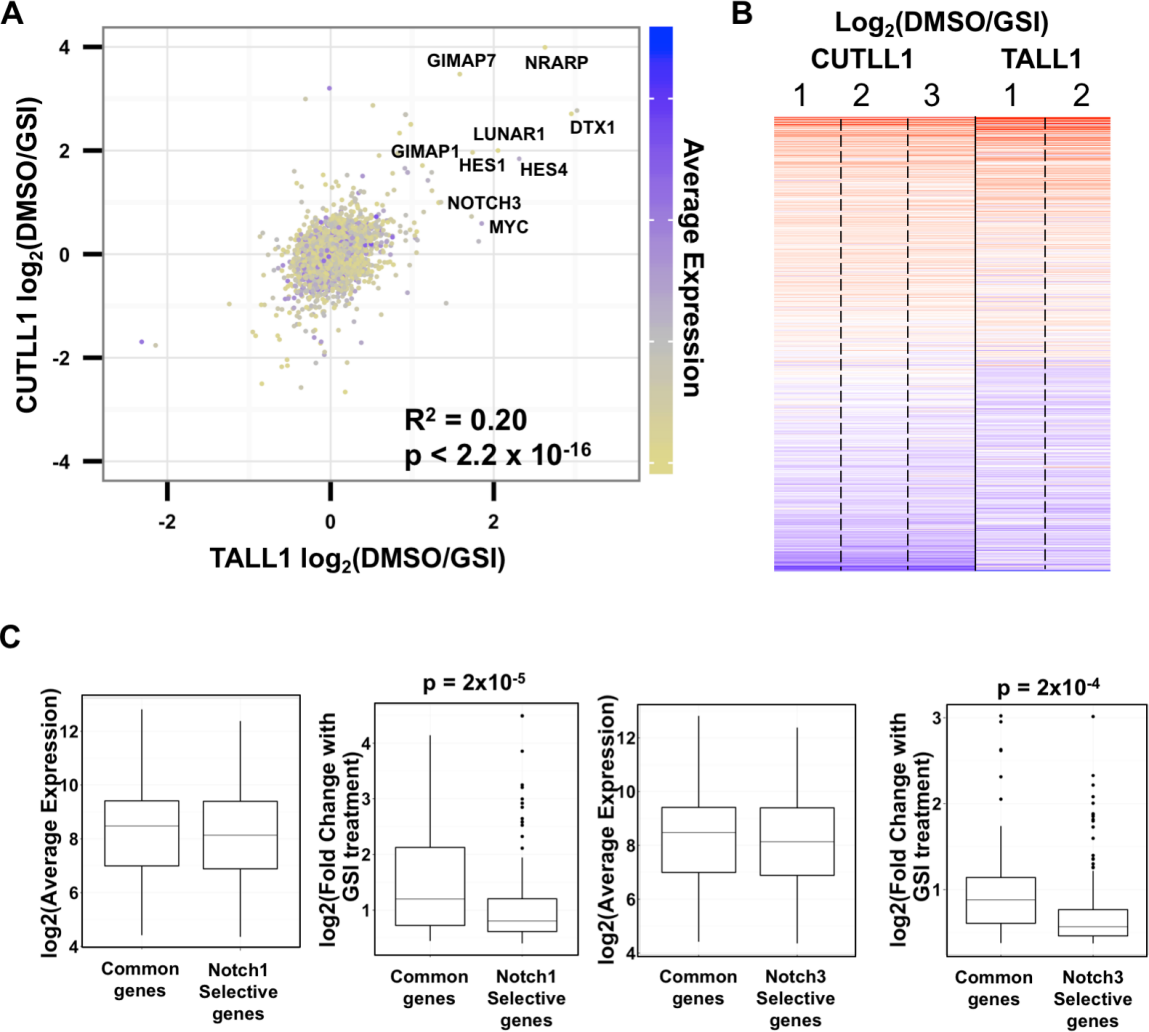
Overlap of NOTCH1- and NOTCH3-regulated genes. (A) Comparison of Notch responsive changes in gene expression between CUTLL1 and TALL1 cell lines. Genes shown are in the top quintile of gene expression, averaged across all samples and represented on a sliding color scale from yellow (low expression) to blue (highest expression). Known NOTCH1 target genes (as indicated) are dynamically regulated in both CUTLL1 and TALL1 cells. (B) Heat map showing genes that exhibit significant changes (p<0.05) in expression between Notch-on and Notch-off states. Genes represented in the heat map are the union of all Notch-dependent genes in both cell lines (n = 1291). The heatmap is ordered vertically by the average fold change in expression across all five rows. (C) Whisker plots comparing average expression and fold-change of genes responding to both NOTCH1 and NOTCH3 (common genes) or selectively to either NOTCH1 or NOTCH3 (selective genes). Though common genes and NOTCH1- and NOTCH3-selective genes have similar overall levels of expression, common genes have a significantly larger fold change in response to GSI treatment. P values were calculated by t-test.

In addition to shared genes, we also identified genes that were significantly altered by Notch activity in only one of the two lines. Genes selectively up-regulated by NOTCH1 were transcribed at the same levels as shared genes that were up-regulated by both NOTCH1 and NOTCH3; however, shared genes had a significantly larger response to Notch than did genes that were induced solely by NOTCH1 or NOTCH3 (**Fig 3C**). Thus, genes that are highly sensitive to NOTCH1 are highly sensitive to NOTCH3 and *vice versa*.

### Comparison of NOTCH3 and NOTCH1 binding to T-ALL cell genomes

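TALL1 is a T-ALL cell line that carries an activating NOTCH3 mutation. ChIP-Seq recovers the DNA bound by a protein with an antibody against that protein and sequences it. TALL1 chromatin was recovered with an anti-NOTCH3 antibody after 1 day in DMSO, the vehicle, which left Notch on, and after 1 day in 1 µM compound E, a GSI, which turned Notch off. The authors aligned the reads to hg38 with Bowtie2 2.2.3 and kept unique, non-duplicate reads. They called peaks in each library separately with MACS2 2.1.0.20140616 at an FDR of 0.01, with no input library as control. The deposited lists give the summit of each peak as a single base with a score and no header. The score was read as the authors' −log10 q-value, because the lowest score of each list lay just above 2, the value of a q of 0.01. It depends on the depth of its library, so scores rank summits within a library, and scores from different libraries are not on one scale. The lists hold no read counts, so the depth of the libraries is unknown. The DMSO list held 20577 NOTCH3 summits with scores from 2.04 to 247 and a median of 5.26. Of these, 1005 (4.88%) lay on contigs other than chromosomes 1 to 22, X and Y and were left out except where stated. Each condition had 1 library, so no test between conditions was made. The 95% Wilson intervals given with shares cover counting error only. TSSs and gene parts were taken from GENCODE release 44, and positions are 1-based on hg38. Peak lists of NOTCH1 in CUTLL1 cells were not among the files.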

To determine the genomic sites through which NOTCH3 regulates transcription in TALL1 cells, we performed ChIP-Seq with a NOTCH3-specific antibody and compared the results to previous NOTCH1 data generated in CUTLL1 cells. We found that high confidence NOTCH3 binding sites have a genomic distribution similar to those of NOTCH1 binding sites, with a majority of sites located in enhancers (>2kb from an annotated TSS) (**Fig 4A and 4B**). In addition, the local binding patterns of NOTCH1 and NOTCH3 are nearly identical for certain well-characterized direct Notch target genes, such as the regions around *DTX1*, *NRARP*, and *PTCRA* (**S2 Fig, related to Fig 4**).

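Most NOTCH3 summits of Notch-on TALL1 cells lay more than 2 kb from a TSS, where the paper places enhancers. Of 19572 summits, 12011 (61.4%, interval 60.7 to 62.0) lay more than 2 kb from the nearest TSS and 7561 (38.6%) lay within 2 kb. The median distance to a TSS was 5545 bp. The highest score of the library was at a site on chromosome 7 at 142385930, 448 bp from the TSS of TRBV8-2, a variable segment of the T cell receptor beta locus. The site with the next score, 225, lay in the same locus at 142809015, intergenic and 4378 bp from the nearest TSS. An enhancer site in an intron of CCND3, which encodes a D-type cyclin, had a score of 209 (chromosome 6, 42010569). Another, in an intron of LCT, the lactase gene, had a score of 207 (chromosome 2, 135825774). The BCL11B gene encodes a transcription factor of T cell development and was the nearest coding gene to an enhancer site on chromosome 14 at 98198548 with a score of 207. This site lay in an intron of a noncoding gene and 1072937 bp from the BCL11B TSS. Promoter sites of similar score lay in an intron of UNKL (216 on chromosome 16 at 1408280, 554 bp from the TSS of a noncoding gene) and in an exon of a noncoding gene near TNFRSF14, a receptor of the TNF family (213 on chromosome 1 at 2546361). Among the 247 summits with scores of at least 60, enhancers and promoters were nearly balanced, with 124 (50.2%, interval 44.01 to 56.39) more than 2 kb from a TSS. Among the 4482 summits with scores under 4, the enhancer share was 63.3% (61.9 to 64.7). At the 9466 summits with scores under 5, the RBPJ motif YGTGRGAA was no more frequent than in flanking windows (2.18% against 2.58%). Peaks were called without input, so part of these weak summits may not be NOTCH3 binding. From the distance of each peak to a TSS, the paper states that NOTCH3 sites lie mostly in enhancers and are distributed like those of NOTCH1.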

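NOTCH3 summits of high score lay at DTX1, NRARP and PTCRA in Notch-on TALL1 cells. DTX1, which encodes a ubiquitin ligase and is a classical Notch target, lies on chromosome 12 from 113056730 to 113098028 and held 5 NOTCH3 summits. The 2 strongest were intronic, at 113089607 with a score of 171 (rank 29 in the library) and at 113087020 with a score of 163 (rank 32). Each had the RBPJ motif CGTGGGAA within 100 bp, from 113089628 to 113089635 (TCAGGGTTCGTGGGAACTCTGCTA) and from 113087006 to 113087013 (CCCCGGGCCGTGGGAACAGCCGGT). NRARP, which encodes a feedback inhibitor of Notch, lies on the minus strand of chromosome 9 from 137299631 to 137302271. All of its strong sites were upstream of the gene. The strongest, at 137316181, lay 13910 bp upstream in an intron of EXD3 and had a score of 146 (rank 48) and the motif sequence CCGGGCCGCGTGGGAAAGTGGGAG. Sites at 137307924 (score 116) and 137311624 (score 72.2) lay in EXD3 introns as well, and an intergenic site 2962 bp upstream had a score of 32.7. PTCRA encodes the alpha chain of the pre-T cell receptor and lies on chromosome 6 from 42915989 to 42925838. Its strongest site was intergenic, 4102 bp upstream at 42911887, with a score of 188 (rank 23) and no RBPJ motif of the form YGTGRGAA within 100 bp. A second site, 80 bp upstream of PTCRA, had a score of 35.8.
HES4 and HES1, which encode repressors induced by Notch, were bound as strongly. The HES4 site lay in its UTR (chromosome 1, 1000166, score 193), and the strongest HES1 site was intergenic on chromosome 3 at 194134908 (score 192). NOTCH3 bound its own gene in an intron on chromosome 19 at 15197714 (score 174). Weaker sites lay in an intron of NOTCH1 (score 44.5), in the UTR of RBPJ (36.0) and in an intron of RUNX1 (55.2). LUNAR1, a noncoding RNA gene, had a single site with a score of 8.28. Of 13 genes the paper names, 12 had a NOTCH3 summit between 2 kb upstream and 30 kb downstream. NRARP was the exception, and all 13 had a summit when 30 kb on either side of the gene were searched, a window chosen after the data were seen.

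**Figure D1:**
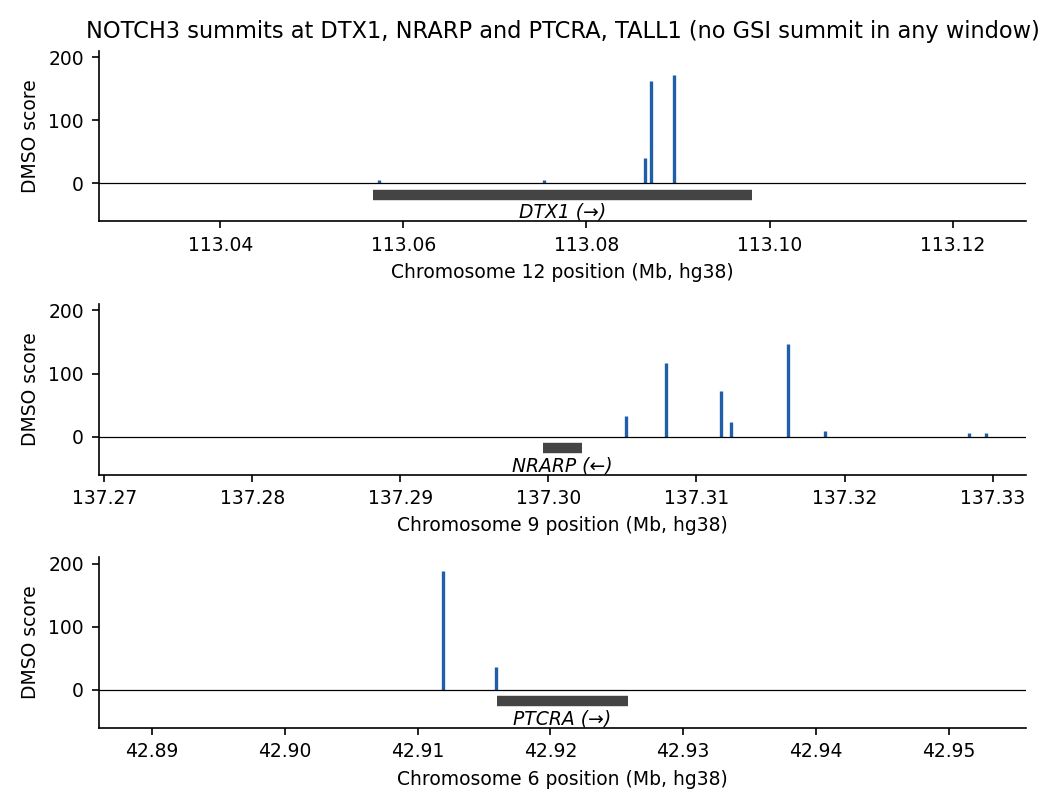
NOTCH3 summits in DMSO-treated TALL1 cells around DTX1, NRARP and PTCRA, with position on hg38 in Mb along each horizontal axis and the authors' score (−log10 q) as line height. Grey bars mark the genes, and the highest lines are 171 at DTX1, 146 at NRARP and 188 at PTCRA.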

**Fig 4:**
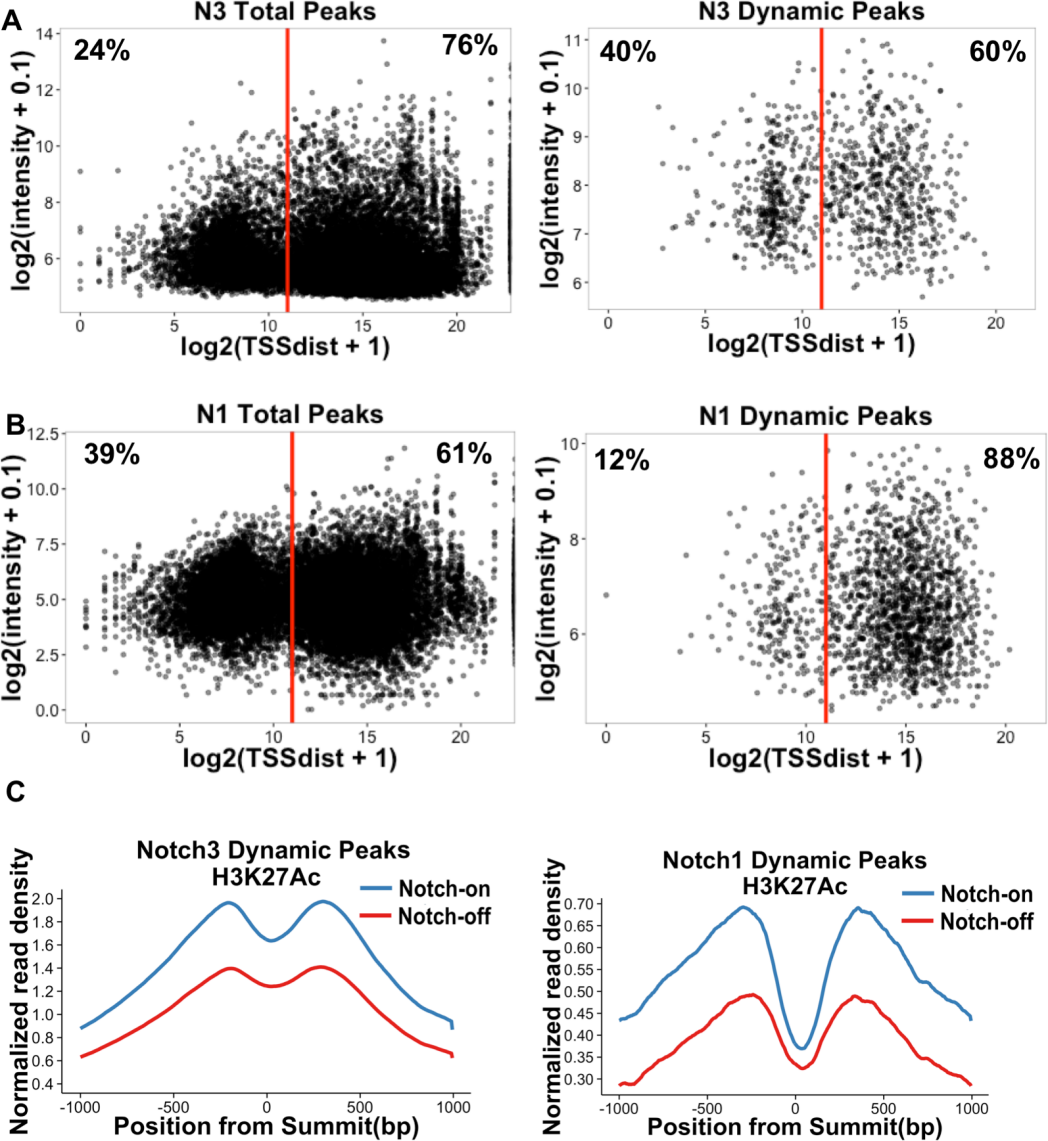
Notch binding to TALL1 and CUTLL1 genomes. (A) Genomic distribution of all NOTCH3 peaks (n = 20577) and dynamic NOTCH3 peaks (n = 992) in TALL1 cells. The graphs show each peak as a function of its distance from the nearest annotated TSS by the total ChIP-seq intensity under the peak. The red line represents 2kb from a TSS, which is the cutoff used for assigning a peak to a promoter or an enhancer. (B) Genomic distribution of all NOTCH1 peaks (n = 17315) and dynamic NOTCH1 peaks (n = 1650) in CUTLL1 cells, plotted in a similar fashion to (A). (C) Across all dynamic NOTCH3 (left) and NOTCH1 (right) peaks, there is a decrease in the normalized read density of H3K27 acetylation in the Notch-off state. The valley in both graphs is centered over the summit (0 bp) of the corresponding NOTCH1 and NOTCH3 peaks.

Wang *et al*. [15] showed that functional NOTCH1 binding sites that regulate gene expression are characterized by rapid (dynamic) changes in Notch occupancy and H3K27ac when cells are toggled between the Notch-on and -off states. Therefore, to identify functional NOTCH3 binding sites, we performed ChIP-Seq for NOTCH3 and H3K27ac in the Notch-on and -off states, and also re-analyzed prior CUTLL1 cell data sets to generate lists of empirically determined dynamic peaks using a false discovery rate of 0.05 (see methods). 

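The GSI library held 2103 NOTCH3 summits, 10.2% of the DMSO number. GSI summits had scores from 2.13 to 129 with a median of 13.4, and 518 (24.6%) lay on contigs other than chromosomes 1 to 22, X and Y. On all contigs, 1528 DMSO summits (7.43%, interval 7.08 to 7.79) had a GSI summit within 500 bp and 19049 (92.6%) had none. At a score of at least 10 in both lists the kept share was 28.8%. Of the GSI summits, 1714 (81.5%, 79.8 to 83.1) lay within 500 bp of a DMSO summit and 389 did not. No GSI summit was called at DTX1, NRARP, PTCRA, LUNAR1, NOTCH1, RBPJ or RUNX1. GSI summits were called at some of the strongest DMSO sites. At HES4 a GSI summit with a score of 8.47 lay 22 bp from the DMSO summit, and at HES1 one with a score of 8.43 lay 19 bp away. In the NOTCH3 intron a GSI summit with a score of 32.2 lay 20 bp away. The TRBV8-2 site kept a summit with a score of 28.3 and the CCND3 intron one with a score of 8.77. A kept site on chromosome 3 at 93470538, with no coding gene nearby, had a DMSO score of 223 and a GSI score of 94.6. It had no RBPJ motif within 100 bp. The H3K27ac summits beside it had scores of 311 in DMSO and 296 after GSI, where those lists reached 329 and 311. Of 1169 kept sites, 1033 (88.4%, 86.4 to 90.1) lay more than 2 kb from a TSS. An RBPJ motif was found at 3.62% of kept sites and in 1.64% of their flanks.

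H3K27ac, an acetylated histone mark of active promoters and enhancers, was mapped by ChIP-Seq in TALL1 cells under both treatments, and the authors made the lists in the same way. The DMSO list held 216352 H3K27ac summits with a median score of 9.69 and the GSI list 274485 with a median of 11.0. The paper determined its dynamic peaks by a method it cites, and their list is not among the files. A set of the same size was taken in their place and is called the GSI-lost sites. It holds the 992 DMSO NOTCH3 summits of highest score that had no GSI NOTCH3 summit within 500 bp, all with scores of at least 15.8. Strong sites with a weak GSI summit, such as those at HES4, fall outside it.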

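The strongest GSI-lost NOTCH3 sites included known Notch targets and genes the paper does not discuss. The site of highest score, 215, lay in an intron of a noncoding gene on chromosome 21 at 45615555, and the nearest coding gene was PCBP3, which encodes an RNA-binding protein. A site 6 bp from the TSS of CNOT10, a gene of the CCR4-NOT deadenylase complex, had a score of 198 (chromosome 3, 32685139). An intronic site of GRK5, which encodes a kinase of G protein-coupled receptors, had a score of 190 and no RBPJ motif (chromosome 10, 119429020). HEY1, a transcriptional repressor of the HES family, had a site 407 bp from its TSS with a score of 148. An intergenic site 42062 bp from the NOTCH1 TSS had a score of 160.

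Among 992 GSI-lost sites, 426 (42.9%, interval 39.9 to 46.0) lay more than 2 kb from a TSS and 566 (57.1%) within 2 kb, with a median distance of 805.5 bp. With TSSs of protein-coding genes only, 53.5% lay more than 2 kb away. Over all 18403 DMSO summits without a GSI summit, whose median score was 4.88, the share was 59.7%.

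Genes of the Notch pathway and classical Notch targets had such sites more often than random gene lists. Of 34 genes, 12 had a GSI-lost site within 50 kb of a TSS, against a median of 3 and a range of 0 to 7 for 95% of 10000 random lists. These lists were drawn from protein-coding genes and matched on H3K27ac at the TSS, which 16743 of 20007 had, so the match set few genes apart. The 12 included HES1 (score 64.2, 72 bp from the TSS), HES5 (63.1, 10788 bp) and DLL1, which encodes a Notch ligand (58.4, 19117 bp). The site counted for DLL1 lay slightly closer to the TSS of FAM120B (18742 bp). Over all protein-coding genes, 1740 of 20007 (8.70%) had a GSI-lost site at this distance. Scores do not measure the size of a loss, because they cannot be compared between libraries.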

Like dynamic NOTCH1 binding sites in CUTLL1 cells, dynamic NOTCH3 sites in TALL1 cells were more common in enhancers than in promoters, although this bias was less pronounced than for dynamic NOTCH1 sites in CUTLL1 cells. As expected, dynamic NOTCH3 peaks in TALL1 cells also were associated with dynamic alterations in H3K27 acetylation (H3K27ac, **Fig 4C**).

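H3K27ac summits near GSI-lost NOTCH3 sites were kept after GSI less often than other H3K27ac summits. The 50000 H3K27ac summits of highest score in each library were compared, and 1266 of the DMSO summits lay within 1 kb of a GSI-lost site. Of these, 1061 (83.8%, interval 81.7 to 85.7) had a GSI summit within 500 bp. In 10000 random sets of H3K27ac summits matched on score and on lying within or over 2 kb from a TSS, the median was 90.0%. Of the sets, 95% lay between 88.6% and 91.5%. All of the sets were above 83.8%. In the other direction, 1037 of 1076 GSI summits near these sites (96.4%) had a DMSO summit, against a random median of 90.1%. The percentiles describe these libraries, and the spread between cultures is unknown. The random sets drew summits singly, while several summits can lie near 1 GSI-lost site, so the random range and the interval may be too narrow. Counting summits within 1000 bp as shared left a difference of -1.58 percentage points in place of -6.24.

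The H3K27ac summit at the HEY1 site had a score of 130 in the DMSO list and 62.9 in the GSI list, whose scores are not on one scale, and that at a GSI-lost site near GPR32 had 36.0 and 15.2. At the PTCRA upstream site the scores were 104 and 92.6, at the DTX1 site at 113089607 they were 53.0 and 50.1, and at CNOT10 they were 193 and 187. They were 27.8 and 38.2 at the LINC01451 site, whose nearest coding gene is NOTCH1, 48.2 and 67.8 at the PITPNM2 site, and 87.6 and 104 at the site near IRF1. Nearly all GSI-lost sites lay at H3K27ac in both states, with a summit within 1 kb at 945 (95.3%) in DMSO and at 935 (94.3%) after GSI.

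In DMSO, H3K27ac summits were fewer at the NOTCH3 summit than beside it. Among all deposited summits, in lists of unequal length, they numbered 90.5 per 100 bp bin within 100 bp of the GSI-lost site and 120.5 per bin at 200 to 400 bp, a ratio of 75.1% (interval 63.3 to 89.1). After GSI the numbers were 104 and 105, a ratio of 99.0% (83.9 to 117), so that the intervals of the 2 states overlap. With the 50000 summits of highest score in each list the ratio was 66.8% (55.3 to 80.8) in DMSO and 81.8% (67.0 to 99.8) after GSI. The depth of the DMSO dip depended on the number of sites too, with 53.9% at the 500 sites of highest score and 109% at 2000. From the H3K27ac read density at dynamic peaks, the paper states that loss of NOTCH3 goes with a change in H3K27ac.

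**Figure D2:**
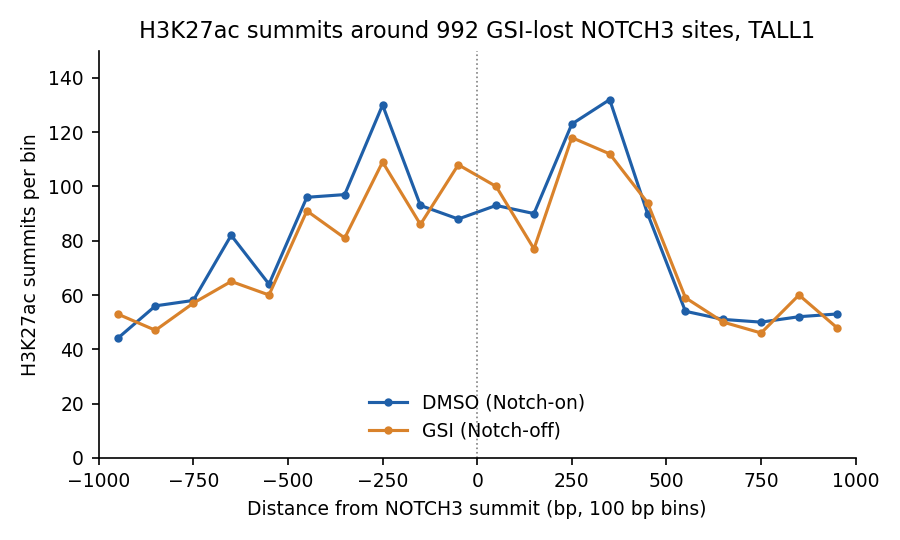
All deposited H3K27ac summits per 100 bp bin (vertical axis) by distance from 992 GSI-lost NOTCH3 summits in bp (horizontal axis), in DMSO and after GSI. In DMSO the line dips from 132 summits at 300 to 400 bp to 93 just right of the centre, and after GSI it holds 100 there.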

To further compare the genomic distribution of functional NOTCH3 and NOTCH1 binding sites, we examined the union of high confidence NOTCH3 and NOTCH1 peaks. We noted a clear correlation between NOTCH3 and NOTCH1 signal intensities when considering either all binding sites or only dynamic binding sites (**Fig 5A**). Of note, sites that bound both NOTCH3 and NOTCH1 showed significantly stronger signal intensities compared to NOTCH3 or NOTCH1 only (“selective”) peaks (**Fig 5B**), and this difference was even greater for dynamic peaks. As with the gene expression analysis, the more NOTCH3 or NOTCH1 binding signal there is at a site, the more likely it is to be bound by the other activated Notch.

**Fig 5:**
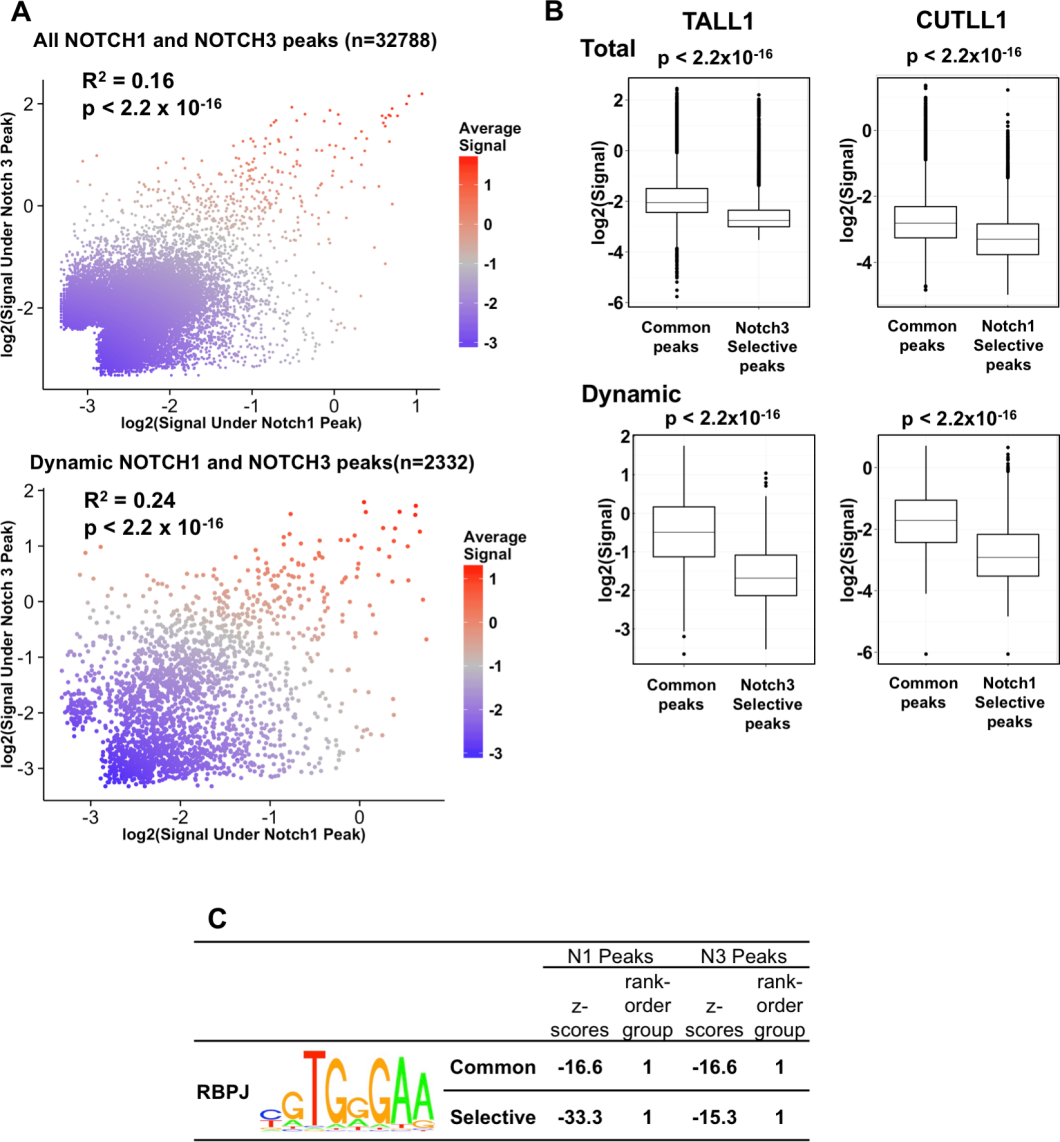
NOTCH1 and NOTCH3 peaks are highly overlapping. (A) Scatter plot showing read count, of total (n = 32788; top) and dynamic (n = 2332; bottom) NOTCH1 and NOTCH3 peaks. The average read count under each peak is indicated in color on a sliding scale from blue (low) to red (high). (B) Whisker plots showing signal strength at NOTCH1 and NOTCH3 shared and selective peaks. Peaks responding to both NOTCH1 and NOTCH3 exhibit much stronger signal strength than NOTCH1 or NOTCH3 selective peaks. (C) Z-scores showing enrichment for the RBPJ motif both at NOTCH1 and NOTCH3 shared peaks and at NOTCH1 or NOTCH3 selective peaks.

### NOTCH3 and NOTCH1 bind at the same *RBPJ* motif locations

To better understand the nature of different types of genomic binding sites, we performed motif analysis on the common dynamic Notch peaks and the selective NOTCH3 or NOTCH1 peaks. The most highly enriched binding motif among the common peaks was that for RBPJ (**Fig 5C**), followed by that for RUNX1. 

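RBPJ motifs were frequent at GSI-lost NOTCH3 sites, and RUNX motifs were more frequent there than in flanking sequence. RBPJ is the DNA-binding partner of activated Notch, and its motif YGTGRGAA lay within 100 bp of 331 of 992 sites (33.4%, interval 30.5 to 36.4). Flanking windows 2 kb away held it in 2.83%, which is 11.8-fold lower (interval 9.0 to 15.5). Over all DMSO summits, with or without a GSI summit, the share was larger at higher NOTCH3 scores. It was 1.85% at scores under 4 and 46.6% (40.4 to 52.8) at scores of at least 60. RUNX motifs (TGYGGTY), which bind the RUNX factors of blood development, were found at 156 GSI-lost sites (15.7%). Flanks held them in 7.53%, a ratio of 2.09 (1.69 to 2.58). They were found at 20.7% (17.1 to 24.8) of the sites more than 2 kb from a TSS, with 9.20% in flanks, and at 12.0% (9.6 to 15.0) of the others, with 6.28% in flanks. RBPJ motifs were found at 28.2% (24.1 to 32.6) and 37.3% (33.4 to 41.3) of these groups.

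Other motifs were more frequent than in flanks too. Motifs of SP/KLF factors, which bind GC-rich promoters, were found at 38.0% of sites against 7.28% of flanks, ETS motifs at 16.3% against 5.05%, and the E-box CAGCTG of T cell bHLH factors at 24.2% against 9.85%. CTCF motifs were rare, at 1.71% against 0.202%. The MYC E-box was found at 8.87% against 2.93%. Sites were richer in GC than flanks (62.65% against 46.9%), and summits with scores under 5, where RBPJ motifs were not enriched over flanks, had ratios of 9.47 for SP/KLF, 9.99 for CTCF and 2.13 for CAGCTG. AP-1 (3.02% against 3.79%) and GATA (1.11% against 2.48%) motifs were not enriched, nor was the reversed RBPJ sequence used as a control (1.61% against 2.07%). Among all 2080 possible 6-base sequences, TGGGAA, the core of the RBPJ motif, ranked 1 with a z-score of 24.4 (60.7% against 16.7%). ACCGCA, a RUNX sequence, ranked 248. A head-to-head pair of RBPJ motifs 15 to 17 bp apart, the form bound by Notch dimers, was found at 0 of 992 sites, which allows a share of up to 0.302% for pairs of full motifs. When one site was allowed to be TNNGAA, a pattern chosen after the data were seen, 7 sites had a pair against an average of 2 in as many flanks. NOTCH1 peaks were not available, so sites were not split into common and selective ones.

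**Figure D3:**
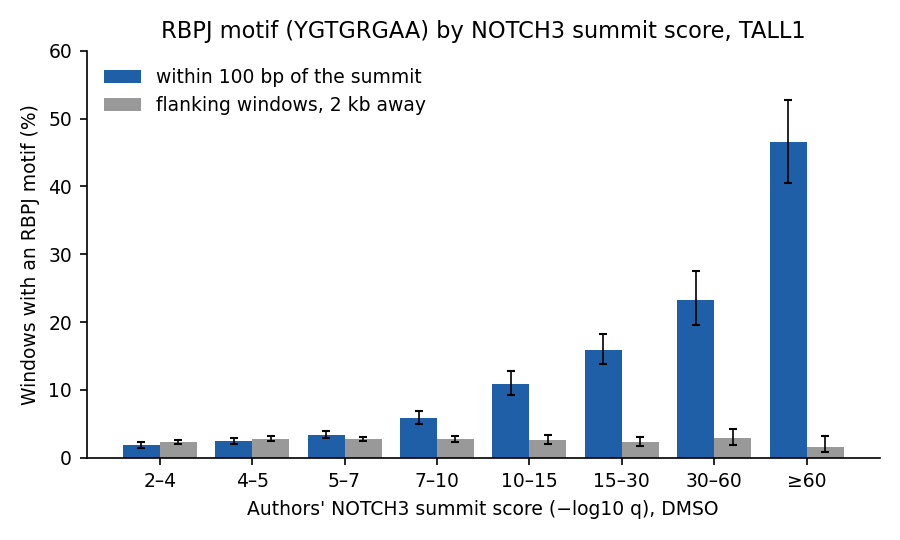
Share of windows with an RBPJ motif (vertical axis, percent) by NOTCH3 score in DMSO-treated TALL1 cells (horizontal axis, −log10 q), with 95% intervals as error bars. Windows at summits reach 46.6% in the highest score group, and flanking windows stay between 1.65% and 2.91%.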

The strong association with *RBPJ* motifs is expected, as it is responsible for binding of activated Notch to genomes. The enrichment for *RUNX* motifs near functional RBPJ/NOTCH1 sites also has been reported in T-ALL cells [16] and likely serves as a mechanism to integrate RUNX and Notch inputs during blood and immune cell differentiation, in line with prior reports of functional interactions between Runx factors and Notch in fish [17], flies [18], and mice [19]. We surmise that common dynamic RBPJ/Notch sites [15] thus include most of the binding sites that are functionally important in maintaining the Notch-dependence of T-ALL cells.

### NOTCH3 and NOTCH1 show divergent binding patterns near a subset of functionally important Notch target genes, including *IL7R*, *IGFR1*, and *MYC*

The overall binding pattern and regulation of gene expression by NOTCH3 in TALL1 cells and NOTCH1 in CUTLL1 cells is remarkably similar (**S2 Fig, related to Fig 5**). However, *IL7R* and *IGFR1*, two Notch target genes reported to be functionally important in NOTCH1-driven T-ALL [20, 21], exhibit strikingly different binding profiles. Specifically, activated NOTCH3 in TALL1 cells does not bind to the 3’ enhancers that have been implicated in NOTCH1-mediated regulation of *IL7R* and *IGFR1* in CUTLL1 cells, suggesting that any difference in *IL7R* or *IGFR1* expression in TALL1 cells results from an indirect effect of agents that perturb Notch activity (**S3 Fig, related to Fig 5**).

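No NOTCH3 summit was called 3' of IL7R or in the 3' end of IGF1R. IL7R encodes the receptor for interleukin 7 and lies on chromosome 5 from 35852695 to 35879603. The 30 kb 3' of the gene, up to 35909603, held 0 NOTCH3 summits in DMSO and 0 after GSI. The same region held 10 H3K27ac summits in DMSO, the strongest with a score of 120 at 35900587, and 8 after GSI, the strongest with a score of 65.0 at 35892916. A weak NOTCH3 site lay in the UTR of IL7R at 35856413, with a score of 4.34. IGF1R encodes the receptor for insulin-like growth factor 1 and lies on chromosome 15 from 98648539 to 98964530. Its last 30 kb, from 98934530, likewise held 0 NOTCH3 summits in either library. H3K27ac summits there numbered 16 in DMSO and 15 after GSI, with the strongest at 98954066 (score 104) and 98954051 (score 121). IGF1R was bound elsewhere, in an intron at 98852482 with a score of 11.4 and 80 bp upstream of its TSS at 98648459 with a score of 8.18, and neither site had a GSI summit. The paper gives no coordinates for the 3' enhancers, so the windows were set by distance from the gene end. Sites below the authors' FDR threshold are not in the lists.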

A second intriguing difference between the NOTCH1 and NOTCH3 ChIP-Seq results concerns the *MYC* locus. In prior studies of NOTCH1-dependent T-ALL cells, *MYC* expression has been linked to a large 3’ enhancer region denoted by a high content of acetylated H3K27 that contains a Notch-dependent MYC enhancer (NDME) module and a more 3’ BRD4-dependent MYC enhancer (BDME) module [22, 23]. Notably, in contrast to other T-ALL cell lines such as CUTLL1, which have high levels of H3K27ac in both the NDME and the BDME, in TALL1 cells the H3K27ac signal in this region is attenuated by comparison, and most of the H3K27ac marks that are present are confined to the region near a dynamic NOTCH3 binding site in the NDME (**Fig 6**). 

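A single strong NOTCH3 site lay between MYC and GSDMC, the next coding gene 3' of MYC. MYC encodes a transcription factor of cell growth and lies on chromosome 8 from 127735434 to 127742951. The site lay at 129168257, in an intron of the noncoding gene CCDC26 and 1425306 bp 3' of MYC, and had a score of 139 (rank 56). It was taken as the NDME site because it was the summit of highest score in this stretch, and it lies 1.43 Mb 3' of MYC where the paper gives 1.3 Mb and no coordinates. At the NDME site, a GSI NOTCH3 summit with a score of 5.23 was called 88 bp away, and no RBPJ motif YGTGRGAA lay within 100 bp. The H3K27ac summit nearest to it had a score of 57.0 in DMSO (557 bp away) and 14.6 after GSI (570 bp away). Within 10 kb of the site there were 6 H3K27ac summits in DMSO and 3 after GSI, the strongest with scores of 63.3 and 39.2. Per 100 kb, H3K27ac summits numbered 30.0 within 10 kb of the site and 6.79 over the genome in DMSO. From the end of MYC to 10 kb before the site there were 124 in DMSO, or 8.76 per 100 kb, the strongest with a score of 70.1 at 127794566, and 107 after GSI. Of all 171 DMSO H3K27ac summits from MYC to GSDMC, 6 (3.51%, interval 1.62 to 7.44) lay within 10 kb of the NDME site. The NOTCH3 summit nearest to 1.3 Mb from MYC, at 129041775 in a CCDC26 intron, had a score of 5.67. Counts of called summits do not measure the amount of the mark.

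**Figure D4:**
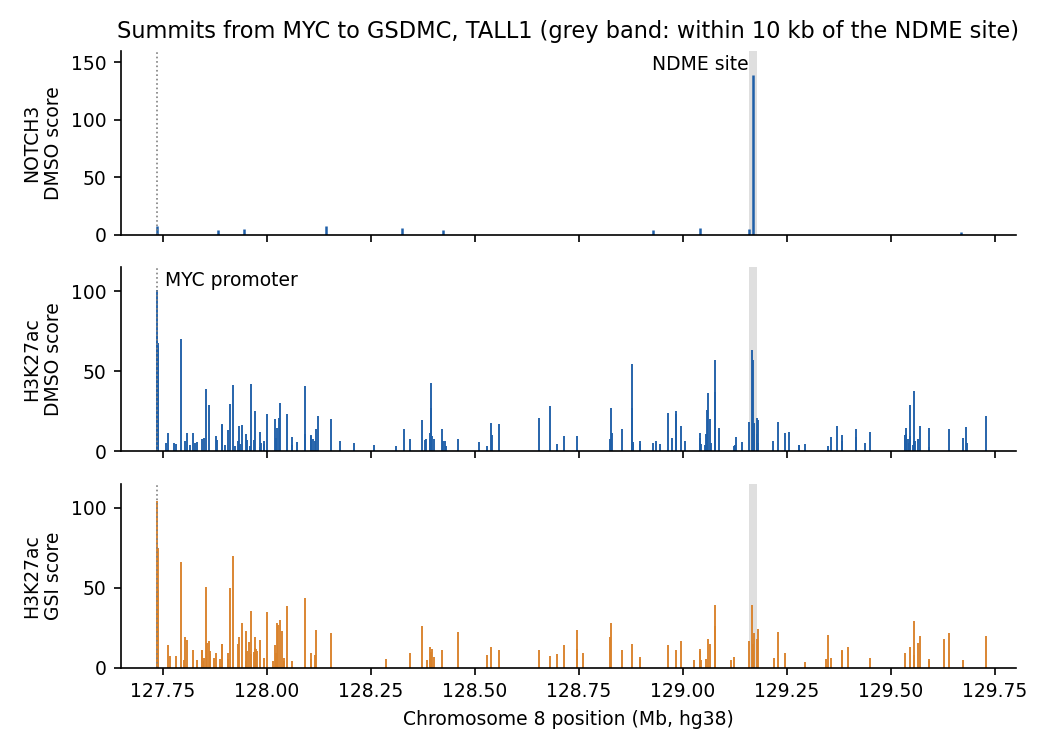
NOTCH3 and H3K27ac summits from MYC to GSDMC in TALL1 cells, with position on chromosome 8 in Mb (horizontal axis) and the authors' score (−log10 q, vertical axis). The grey band marks 10 kb on either side of the NDME site, where the NOTCH3 line reaches 139 in DMSO and the strongest H3K27ac lines reach 63.3 in DMSO and 39.2 after GSI.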

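From 10 kb 3' of the NDME site to GSDMC (129178258 to 129748195), 1 NOTCH3 summit was called in DMSO and none after GSI. It lay in another CCDC26 intron at 129669556 and had a score of 2.74, near the lowest score of the list. H3K27ac summits in this stretch numbered 41 in DMSO, or 7.19 per 100 kb, and 25 after GSI, or 4.39 per 100 kb, against 8.62 over the genome after GSI. The strongest had a score of 37.9 in DMSO (129555803) and 29.2 after GSI (129555906). Of the 41, 20 had scores of at least 10, which 46.7% of the whole DMSO list had. Higher scores were less frequent in this stretch than in that list, though the counts are small. Scores of at least 20 were held by 4 of the 41, where a score of 20.19 ranked 41161 among 216352 in the list. Scores of at least 30 were held by 1, where a score of 30.04 ranked 27194. Among the 47 DMSO H3K27ac summits that lay near the NDME site or 3' of it, 6 (12.8%, interval 6.0 to 25.2) were near it. With scores of at least 30, 2 of 3 were near it (66.7%, 20.8 to 93.9), a count too small to set the groups apart.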

Additional weak Notch peaks that are seen 3’ of the NDME in CUTLL1 cells are absent in TALL1 cells, and regions corresponding to the BDME show little H3K27 acetylation. 

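At the MYC promoter, a weak NOTCH3 summit lay in the UTR at 127736112 with a score of 7.71 (rank 4926), and no GSI summit was called there. H3K27ac was strong at the promoter in both states. Within 2 kb of the MYC TSS there were 4 H3K27ac summits in DMSO, the strongest with a score of 100.5, and 4 after GSI, the strongest with a score of 104. Between MYC and the NDME site 8 NOTCH3 summits were called in DMSO, none after GSI. The strongest of these lay at 128141981 in an intron of PVT1, a noncoding gene beside MYC, and had a score of 7.47.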

The strong Notch3 peak in the NDME and the restriction of H3K27ac marks to the *MYC* promoter and to regions near the site of NOTCH3 binding in the NDME suggested that *MYC* expression in TALL1 cells might be more dependent on Notch than it is in CUTLL1 cells, where the BDME also is active and loops to the *MYC* gene body [23]. Consistent with this idea, the suppression of NOTCH3 activity with GSI greatly decreases *MYC* expression in TALL1 cells, while GSI treatment of CUTLL1 cells reduces *MYC* expression by only ~50% (**Fig 7A**). Of further note, expression of *MYC* in CUTLL1 cells is higher than in TALL1 cells, a second difference that also may be related to different enhancer states in these two lines. Given the importance of MYC in the growth of Notch-“addicted” T-ALL cells, it is also not surprising that TALL1 cells are approximately 10-fold more sensitive to GSI than are CUTLL1 cells (**Fig 7B**).

**Fig 6:**
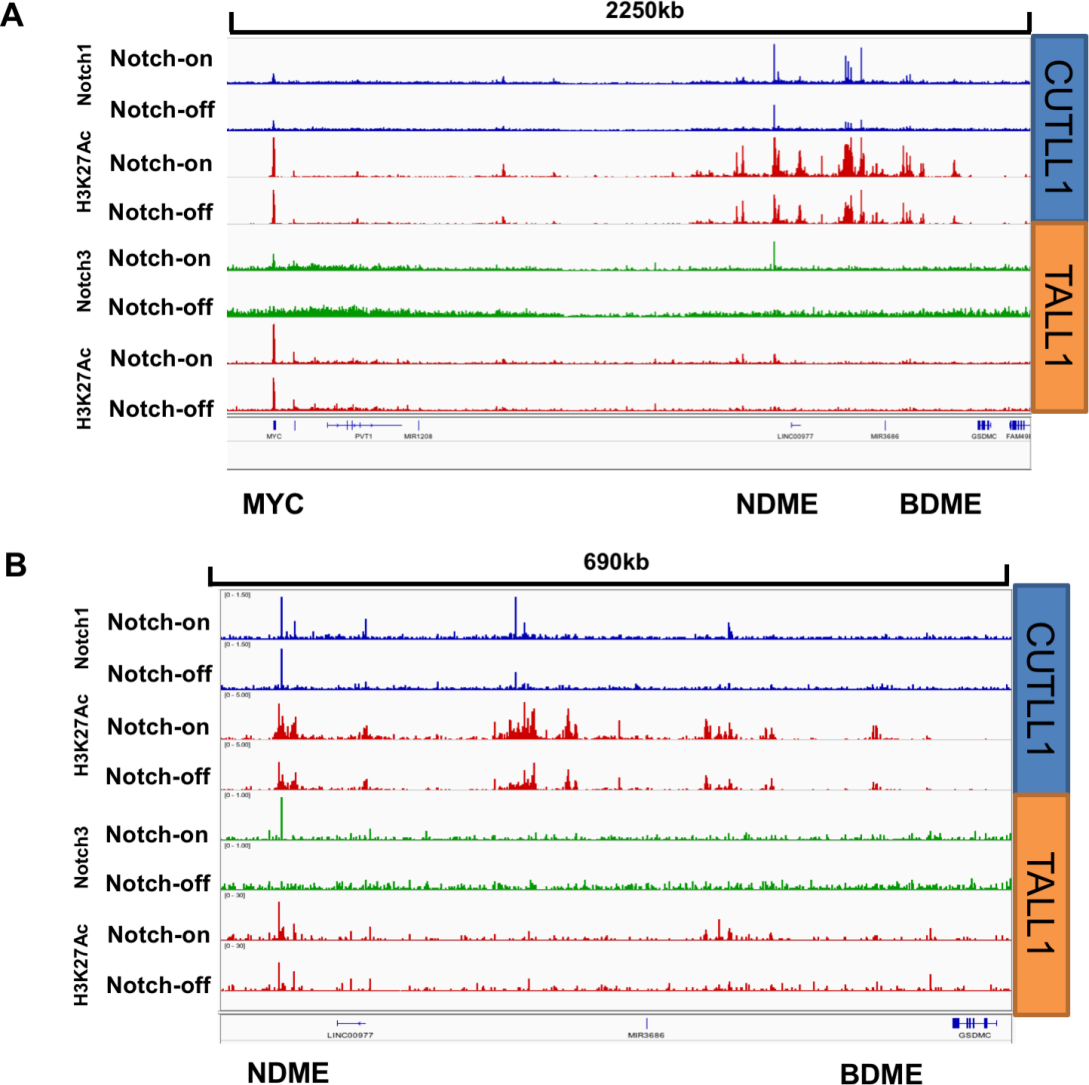
Cell line-specific differences in the *MYC* 3’ enhancer region. (A, B) ChIP-seq signals near *MYC* in the Notch-on and Notch-off states. Panel A shows the entire region from the *MYC* promoter to the BDME region, while panel B zooms in on the region encompassing the NDME and BDME. Signal intensity is normalized for total number of reads and each track pair (Notch-off/Notch-on) is scaled to the same intensity.

**Fig 7:**
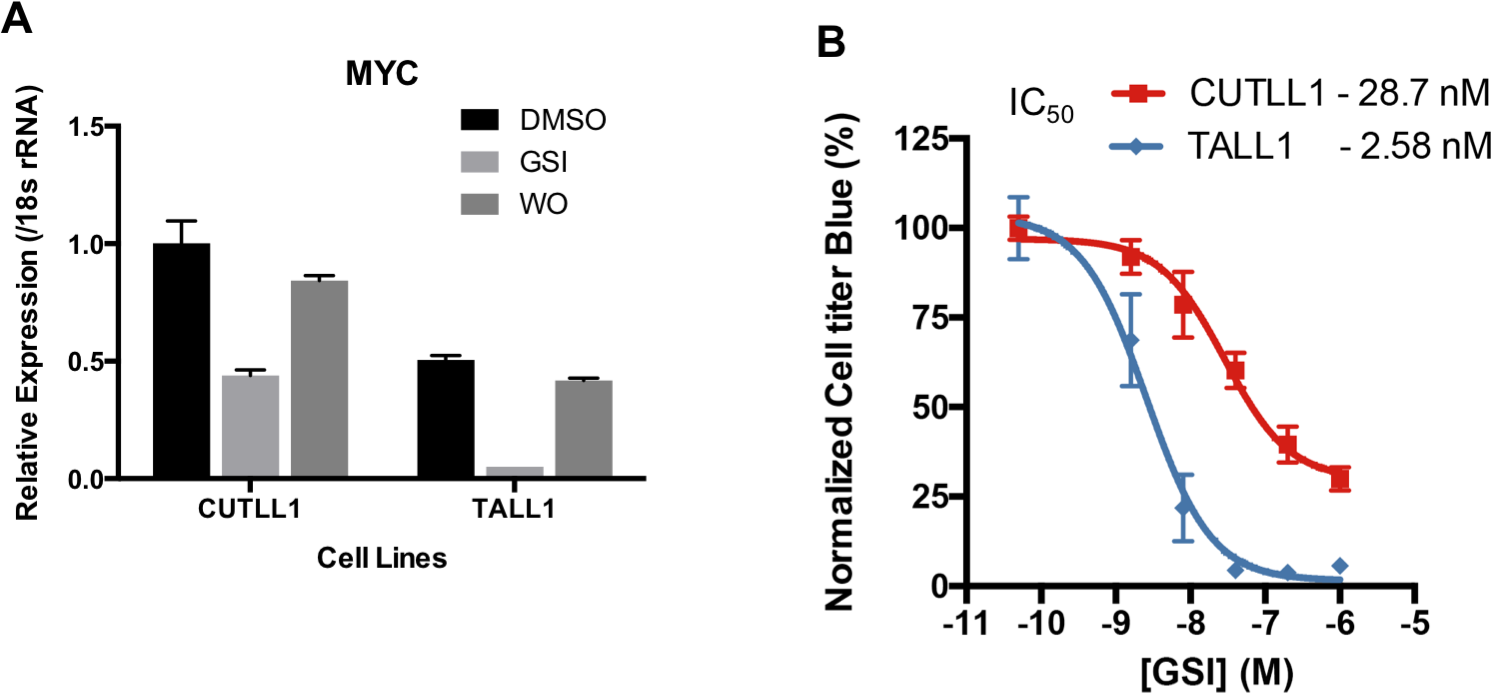
Comparison of the effect of GSI on *MYC* expression and cell growth in TALL1 cells and CUTLL1 cells. (A) qPCR analysis of *MYC* mRNA, normalized relative to 18s rRNA, in CUTLL1 cells and TALL1 cells. Cells were treated with DMSO or GSI for 3 days and incubated for 24 hours after GSI washout. (B) TALL1 is more sensitive to Notch inhibition than CUTLL1 cells. Cell viability, assessed using cell titer blue, was measured as a function of the dose of compound E.

### NOTCH1 and NOTCH3 are functionally interchangeable in T-ALL cells

The differences in *MYC* expression and regulation cited above could stem from cell line specific differences in enhancers or could conceivably stem from a functional difference between NOTCH1 and NOTCH3. To confirm that NOTCH1 can support the growth of TALL1 cells and that NOTCH3 can support the growth of CUTLL1 cells, we introduced ICN1 and ICN3 into CUTLL1 and TALL1 cell lines using retroviral transduction, and monitored cell growth in the presence of the GSI compound E, which inhibits signaling from endogenous Notch polypeptides but not ICN. We found that ICN1 or ICN3 were competent to rescue both CUTLL1 and TALL1 cells from the effects of GSI (**Fig 8** and **S4 Fig, related to Fig 8**). This finding suggests that despite substantial sequence divergence, ICN1 and ICN3 are effectively interchangeable in their ability to drive the expression of downstream target genes that support T-ALL cell growth.

**Fig 8:**
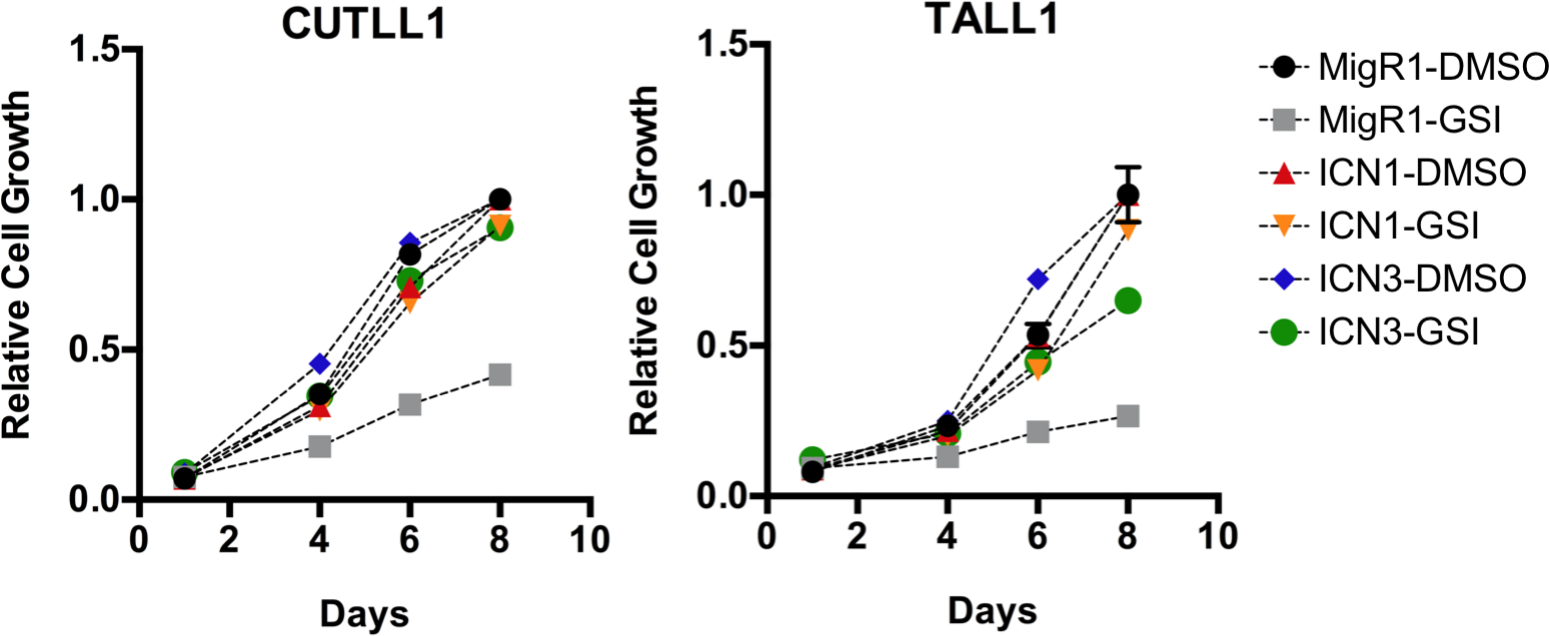
Interchangeability of ICN1 and ICN3 in TALL1 cells and CUTLL1 cells. Cell growth plotted as a function of time under different treatment conditions, showing rescue of GSI treated TALL1 and CUTLL1 cells by either ICN1 or ICN3.

## Discussion

NOTCH1 is a well-known oncogenic driver of T-ALL, with NOTCH1-activating somatic mutations present in approximately 60% of cases. The availability of a leukemic cell-line driven by an activating mutation in NOTCH3 affords an opportunity to assess whether there is a common oncogenomic program shared by different activated Notch receptors.

Our data argue that NOTCH3 and NOTCH1 drive T-ALL oncogenesis through similar pathways, as assessed both by global changes in gene expression and by genome-wide analysis of DNA sites bound by ICN. Changes in gene expression between the Notch-on and Notch-off states are correlated between the two cell lines, especially for genes that are highly responsive to the effects of either receptor. Whereas shared genomic Notch1 and NOTCH3 binding sites clearly identify functionally important regulatory elements, the functional significance of elements that selectively bind NOTCH1 or NOTCH3 remains less clear.

Despite a number of potentially confounding variables in our experimental design, including differences in the genetic backgrounds of the cell lines under study, there remains a remarkable spectrum of similarities between the targets of NOTCH3 and NOTCH1, indicating that there is a robust shared common pathway between Notch-“addicted” leukemias. Many genes that are directly regulated by both NOTCH1 and NOTCH3 are well-established Notch targets, including *NRARP*, *DTX*1, *HES1*, *HES4*, *PTCRA*, and *MYC*, along with the non-coding RNA *LUNAR1*.

There are, nevertheless, context-specific differences between the two cell lines. CUTLL1 cells have a p53 mutation, which may influence the responsiveness of these cells to activated Notch1 [24]. Conversely, studies in transgenic mice have implicated Notch3 specifically in the functional inactivation of Ikaros [25]. The most striking distinction between the two cell lines, however, resides in the chromatin landscape around *MYC*.

*MYC* is the most prominent Notch target gene in NOTCH1-dependent T-ALL, and its contribution to T-ALL cell proliferation and tumor maintenance is well established [26, 27]. NOTCH1-dependent T-ALL cell lines (e.g., CUTLL1, DND-41, and KOPT-K1) have RBPJ/Notch binding sites 1.3 Mb 3’ of the *MYC* gene body that are associated with a broad multidomain enhancer defined by H3K27 acetylation marks and binding of the BET bromdomain protein BRD4 [23, 28]. This site, which loops back to interact with the *MYC* promoter in CUTLL1 cells, has been termed the Notch-dependent *MYC* enhancer, or NDME. In the face of long-term inhibition of Notch signaling by GSI, resistant T-ALL cells emerge in which a nearby BRD4-dependent *MYC* enhancer element (BDME) interacts with the *MYC* promoter and drives *MYC* expression [22, 23].

The chromatin landscape around the *MYC* locus in TALL1 cells, however, differs from that seen in these other NOTCH1-dependent T-ALL cell lines [22, 23]. Whereas the region 3’ of *MYC* shows one major and several minor NOTCH1 binding sites and an extended zone of H3K27ac marks encompassing both the NDME and BDME in both humans and mice, in TALL1 cells, NOTCH3 binding is observed only in the NDME and the deposition of H3K27Ac in the region encompassing the NDME and BDME is attenuated, with BDME H3K27ac. The different impact of Notch3 binding on this 3’ *MYC* enhancer NDME in TALL1 cells may explain the unusual sensitivity of TALL1 cells to Notch blockade with GSIs, both in terms *MYC* down-regulation and inhibitory effects on growth. Because ICN1 and ICN3 can substitute for one another in Notch-dependent T-ALL cells and because there is no evidence to date that Notch complexes can bind and open repressed chromatin, we speculate that the observed differences result either from cell-line specific differences in factors operating upstream of Notch that regulate chromatin states, or from variation in the capacity of the divergent “TAD” regions of Notch1 and Notch3 to recruit histone acetyltransferases such as p300 in concert with Mastermind-like co-activators. It will be of interest to determine which of these *MYC* enhancer landscapes occur most frequently in primary human T-ALLs, as they may prove to be predictors of response to Notch-directed therapies such as GSIs.

## Materials and methods

### Cell culture

CUTLL1, DND-41, HPB-ALL, KOPT-K1 and TALL1 cells were cultured in RPMI1640 medium supplemented with 10% FBS and 1x penicillin and streptomycin. 293T cells were maintained in DMEM medium supplemented with 10% FBS.

### Retroviral transduction

Retroviral MigR1-GFP, MigR1-ICN1-GFP and MigR1-ICN3-GFP are described [8, 29]. Retrovirus packaging and transductions were performed as described [30]. In brief, MigR1 constructs were co-transfected with packaging plasmids (VSV-G and gag-pol) into 293T cells using Lipofectamine 2000 (Invitrogen). Packaged viruses were harvested after 48 hours and cleared by filtering through a 0.45 μm membrane. Retroviral transduction (1 x 10^6^ cells) was performed in the presence of polybrene (4 μg/ml) and GFP expression was monitored by flow cytometry. Two weeks after transduction, viable GFP-positive cells were sorted by FACS (SONY SH800z Cell Sorter).

### Cell growth assay

Cells (5 x 10^3^) were plated in 96 well (Black well, clear bottom) plates and incubated with DMSO or GSI (1 μM). Viable cells were estimated using Cell Titer Blue (Promega). To measure IC50 values, cells were incubated with serial five-fold dilutions of GSI or DMSO for 7 days and viable cell populations were measured as above.

### Quantitative RT-PCR

RNA was extracted using a Qiagen RNeasy kit and cDNA was synthesized with a QuantiTect reverse transcription kit (Qiagen). Quantitative PCR was performed on a Bio-Rad CFX instrument using the SYBR PCR master mix (Bio-Rad). Primers are provided in S1 Table.

### Western blotting

Fractionated cell lysates were prepared using a NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo Scientific) and subjected to Western blotting using anti-NOTCH1 (anti-TAD; [16]), anti-V1744 antibody recognizing S3-cleaved NOTCH1 (Cell Signaling #4147); anti-Notch3 (Cell Signaling #2889); a polyclonal anti-NOTCH3 antibody raised against the neoepitope generated by S3 cleavage of NOTCH3; anti-TBP (Cell Signaling #8515); or anti-GAPDH (Cell Signaling #2118). The polyclonal anti-NOTCH3 antibody recognizing S3-cleaved NOTCH3 was raised against the KLH conjugated peptide epitope (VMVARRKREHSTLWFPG) (Covance) and affinity purified using a peptide epitope-coupled resin.

### Notch perturbation in cultured cells

Previous analyses in CUTLL1 cells used 3 days of treatment with the GSI compound E to achieve a “Notch off” state. Because of the nature of the *NOTCH1* mutation in CUTLL1 cells (REF), GSI blockade results in accumulation of S2-cleaved NOTCH1 at the cell membrane, which is rapidly chased to S3-cleaved ICN1 following GSI washout, allowing changes caused by acute Notch activation to be monitored. By contrast, the exquisite sensitivity of TALL1 cells to GSI (Fig 1C) and significant decrease in total NOTCH3 at the cell surface post GSI treatment precludes reactivation of NOTCH3 by GSI washout in TALL1 cells. We thus assessed the “NOTCH3-off” state after 1 day of GSI treatment, while the “NOTCH3 on” state corresponded to cells treated with vehicle (DMSO) for 1 day. As in prior experiments with CUTLL1 cells, the GSI compound E (1 μM) was used in experiments with TALL1 cells.

### RNA preparation and gene expression array

Total RNA extraction was performed using Trizol reagent (Life Technologies) and RNAeasy kit (Qiagen). Duplicate samples were subjected to expression profiling on Affymetrix Human Genome U133 Plus 2.0 Array. Gene expression data are available through the Gene Expression Omnibus (GEO accession number GSE104262).

### Gene expression analysis

Gene expression analysis was performed on the new data generated for TALL1 cells and prior data for CUTLL1 cells (GEO Series accession GSE29544) beginning with the raw CEL files for both. The CEL files were preprocessed in R [31] to perform RMA normalization. Differential expression between conditions within each cell line was performed using Linear Models for Microarray Data (Limma), with a p value of 0.05 for significance. Figures were produced using ggplot2.

### Gene set enrichment analysis

The Broad Institute GSEA program was used [32, 33]. Gene ordering used the gene ranking metric of log2 ratio of classes and remaining default settings. Gene sets were the 50 Broad Hallmark sets and one previously curated Notch T-ALL gene set [34].

### ChIP-seq

ChIP was performed using EZ-Magna ChIP (Millipore) according to the manufacturers protocol. In brief, cells were fixed, sheared by sonication and immunoprecipitated with rabbit IgG control (supplied in the kit), anti-NOTCH3 antibody (Cell Signaling, #2889), or anti-H3K27Ac antibody (Abcam, ab4729). Libraries were constructed using an NEB NEXT kit, and sequencing was done on an Illumina Hiseq2000 instrument. ChIP-seq data are available through the Gene Expression Omnibus (accession number GSE104262)

### Analysis of ChIP-seq data

ChIP-seq data was aligned to version 38 of the human genome (hg38) using bowtie2 with the default settings [35]. Datasets without a minimum of 50% unique reads were not used for subsequent analyses. Uniquely mapped, non-duplicate reads were processed with macs2 [36], without input controls, using an FDR of 0.01 and default settings. Datasets with reads fractions within peaks of >1% were used for subsequent analyses. Dynamic NOTCH1 and NOTCH3 binding sites were determined as reported previously [15]. Further analysis of ChIP-seq intensities across genomic intervals was performed using Bedtools [37] and UCSC genome browser utilities [38]. ChIP-seq peak distribution across the genome was determined using CEAS v1.0.0 with default options [39]. Motif analysis was performed using SeqPos v1.0.0 with default options [40] ChIP-seq track visualizations were produced with IGV [41]. Other visualizations were produced using ggplot2.

## Supporting information

S1 Fig Effects of the gamma secretase inhibitor Compound E (GSI), inhibitory anti-NOTCH1 antibody (WC75), and inhibitory anti-NOTCH3 antibody (A4) on expression of Notch target genes in T-ALL cell lines. (PDF) Click here for additional data file.

S2 Fig IGV tracks near DTX1, NRARP, and PTCRA in TALL1 and CUTLL1 cells. (PDF) Click here for additional data file.

S3 Fig Notch binding, IL7R and IGF1R enhancer landscapes, and IL7R and IGF1R expression in CUTLL1 and TALL1 cells. (PDF) Click here for additional data file.

S4 Fig Flow cytometric analysis of GFP expression in transduced CUTLL1 and TALL1 cells. (PDF) Click here for additional data file.

S1 Table qPCR primers. (PDF) Click here for additional data file.

# Supplementary material for: The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia
**Source:** PLoS One. 2017 Oct 12;12(10):e0185762. doi: 10.1371/journal.pone.0185762
**Supplement:** S1 Fig

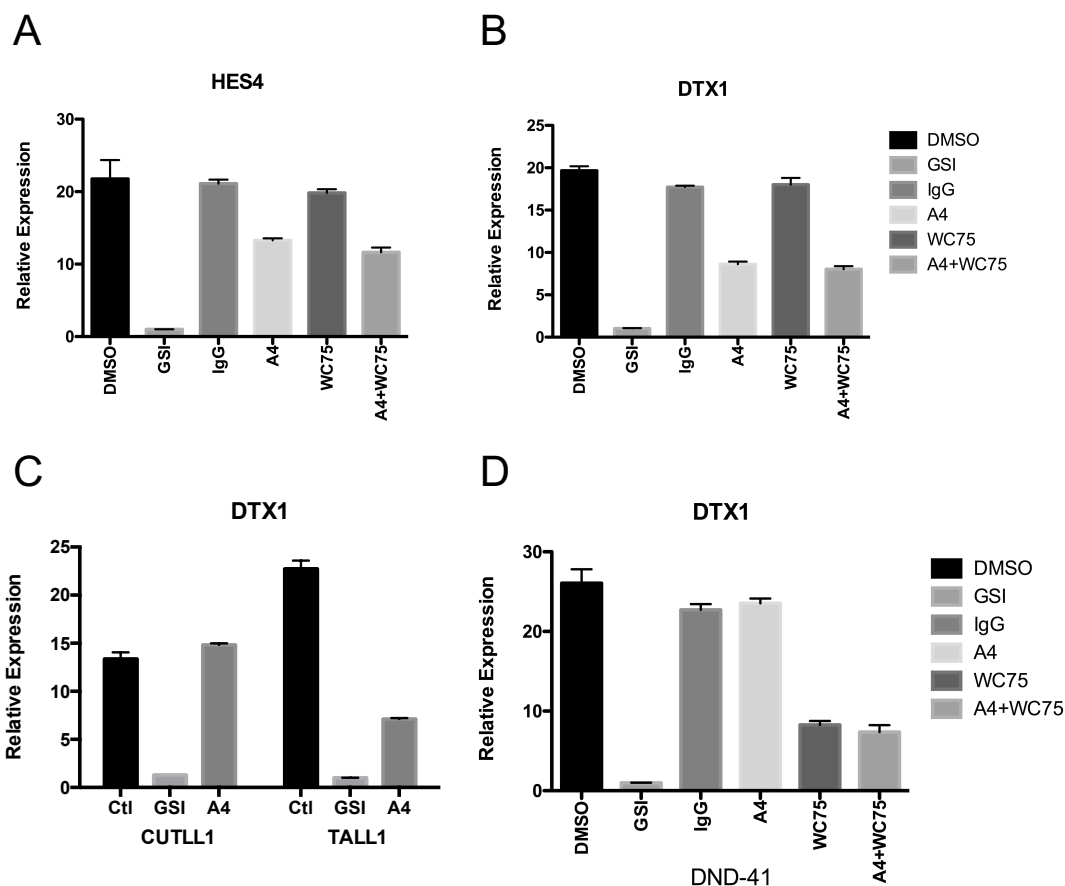

**Supplemental Figure 1. Effects of the gamma secretase inhibitor Compound E (GSI), inhibitory anti-NOTCH1 antibody (WC75), and inhibitory anti-NOTCH3 antibody (A4) on expression of Notch target genes in T-ALL cell lines. A. Effect of various inhibitors on *HES4* expression in NOTCH3-mutated TALL1 cells. B. Effect of various inhibitors on *DTX1* expression in TALL1 cells. C. Effects of GSI and A4 treatment on *DTX1* expression in NOTCH1-mutated CUTLL1 cells and TALL1 cells. D. Effects of GSI, WC75, and A4 on *DTX1* expression in NOTCH1-mutated DND-41 cells.**

# Supplementary material for: The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia
**Source:** PLoS One. 2017 Oct 12;12(10):e0185762. doi: 10.1371/journal.pone.0185762
**Supplement:** S2 Fig

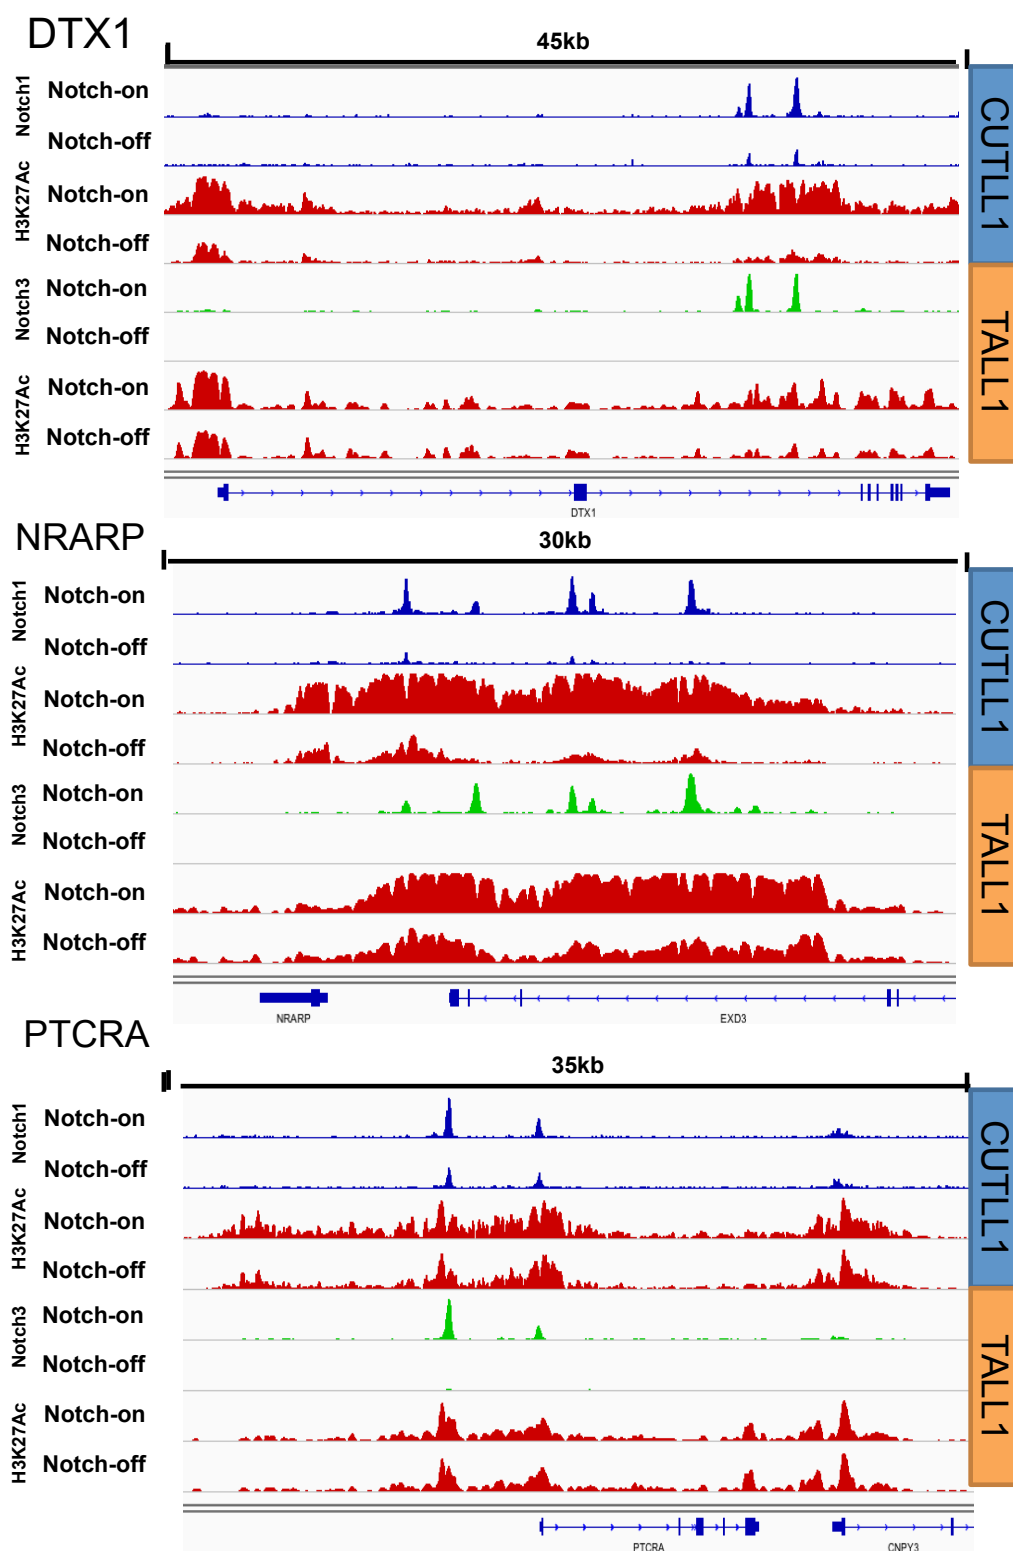

**Supplemental Figure 2. IGV tracks showing similar chromatin and Notch-binding chromatin landscapes near *DTX1*, *NRARP*, and *PTCRA* in TALL1 and CUTLL1 cells.**

# Supplementary material for: The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia
**Source:** PLoS One. 2017 Oct 12;12(10):e0185762. doi: 10.1371/journal.pone.0185762
**Supplement:** S3 Fig

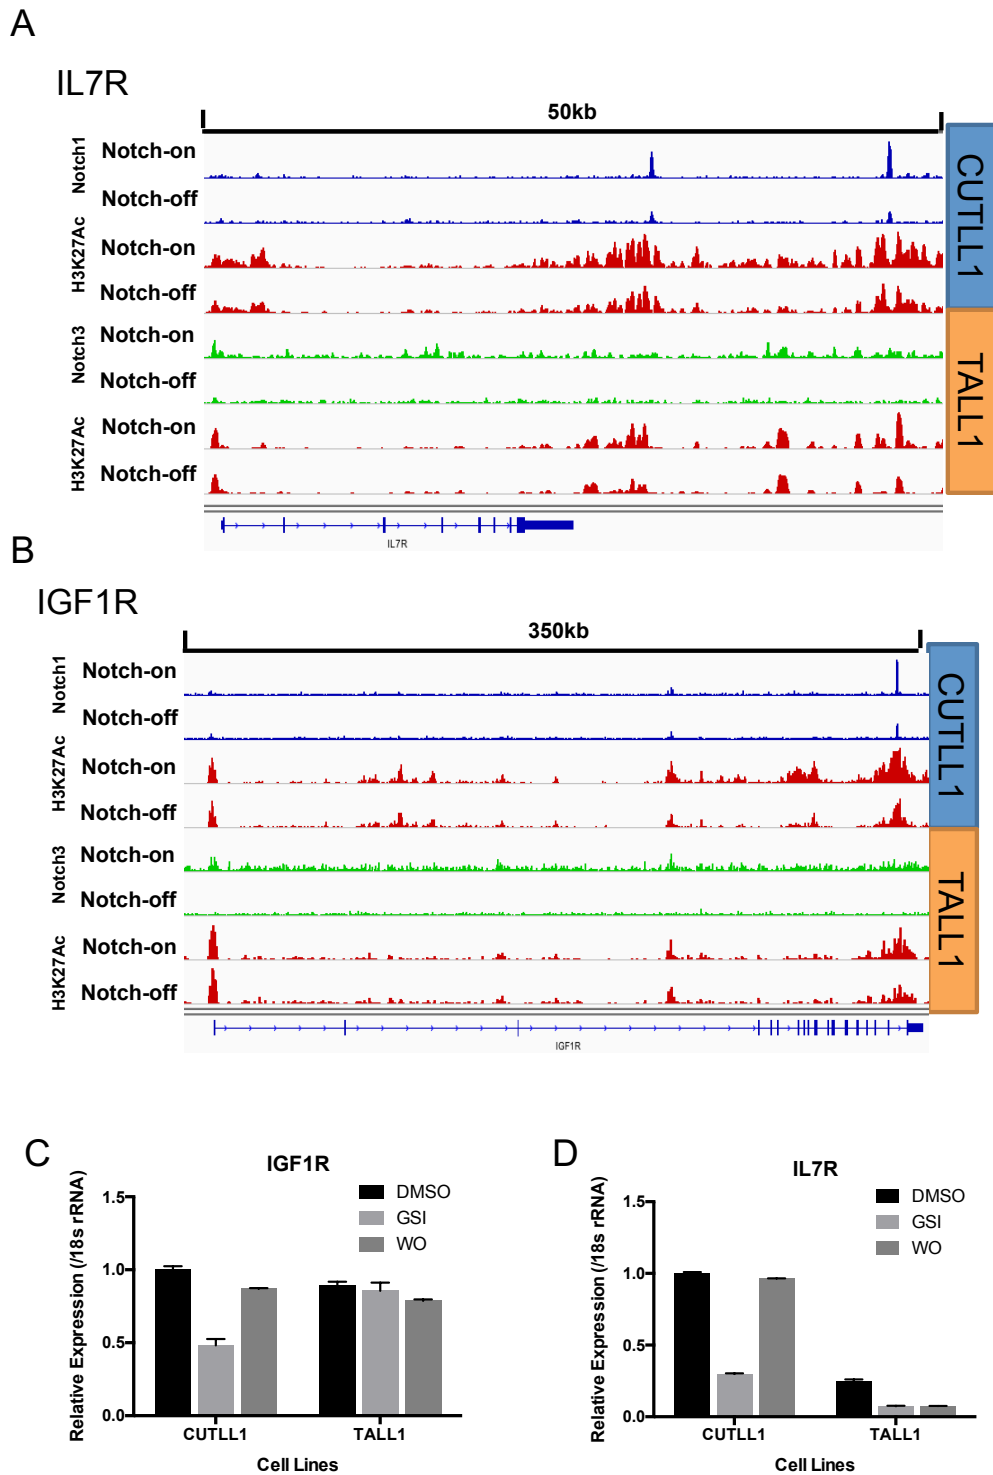

**Supplemental Figure 3. Notch binding, *IL7R* and *IGF1R* enhancer landscapes, and *IL7R* and *IGF1R* expression in CUTLL1 and TALL1 cells. A, B. IGV tracks showing NOTCH1 and NOTCH3 binding and H3K27ac chromatin landscapes near *IL7R* and *IGF1R*. C, D. qRT-PCR analysis of *IGF1R* and *IL7R* expression in CUTLL1 and TALL1 cells.**

# Supplementary material for: The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia
**Source:** PLoS One. 2017 Oct 12;12(10):e0185762. doi: 10.1371/journal.pone.0185762
**Supplement:** S4 Fig

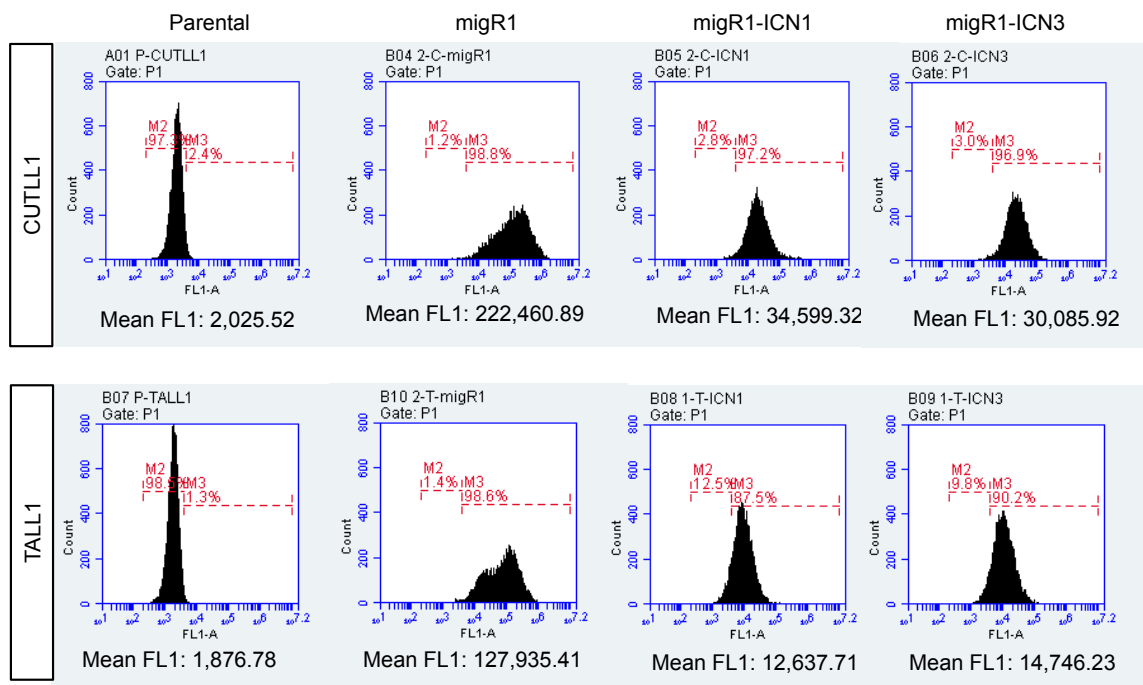

**Supplemental Figure 4. Flow cytometric analysis of GFP expression in CUTLL1 and TALL1 cells transduced with the indicated retroviruses.**

# Supplementary material for: The common oncogenomic program of NOTCH1 and NOTCH3 signaling in T-cell acute lymphoblastic leukemia
**Source:** PLoS One. 2017 Oct 12;12(10):e0185762. doi: 10.1371/journal.pone.0185762
**Supplement:** S1 Table

**Supplemental Table 1: qPCR primers**

|                  |   | Sequence                           |
|------------------|---|------------------------------------|
| Notch1a          | F | 5' – TGGACCAGATTGGGGAGTTC – 3'     |
|                  | R | 5' – GCACACTCGTCTGTGTTGAC – 3'     |
| Notch1b          | F | 5' – CAACATCCAGGACAACATGG – 3'     |
|                  | R | 5' – GGACTTGCCCAGGTCATCTA – 3'     |
| Notch3a          | F | 5' – TGGCGACCTCACTTACGACT – 3'     |
|                  | R | 5' – CACTGGCAGTTATAGGTGTTGAC – 3'  |
| Notch3b          | F | 5' – GTAGAGGGCATGGTGAAGA – 3'      |
|                  | R | 5' – AAGTGGTCCAACAGCAGCTT – 3'     |
| MYC              | F | 5' – GGCTCCTGGCAAAAGGTCA – 3'      |
|                  | R | 5' – CTGCGTAGTTGTGCTGATGT – 3'     |
| GAPDH            | F | 5' – GAAGGTGAAGGTCGGAGTCAAC – 3'   |
|                  | R | 5' – TGGAAGATGGTGATGGGATTTTC – 3'  |
| 18s rRNA         | F | 5' – TAGAGTGTTCAAAGCAGGCCC – 3'    |
|                  | R | 5' – CCAACAAAATAGAACCG CGGT – 3'   |
| Negative Control | F | 5' – AATGCTGGGCTTCCAAGGA – 3'      |
|                  | R | 5' – GACCTTGGTGACTGTTGAGGAAAC – 3' |

How the deposited data were processed for this re-analysis (not part of the article)

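The files cover 4 ChIP-Seq libraries of the T-ALL cell line TALL1, with 1 library each for NOTCH3 and H3K27ac in DMSO (Notch-on) and after 1 day of 1 µM compound E (Notch-off). The authors aligned reads to hg38 with Bowtie2, removed duplicate and multiply mapped reads and called peaks per library with MACS2, without an input library. The deposited files are lists of summits, 1 base per peak, with the authors' score. This score was taken as −log10 of the MACS2 q-value from its range, since the deposited lists have no header and the paper's text does not name the column. Scores were used to rank summits within a library and never subtracted between libraries. No reads or read counts were available, so depth per library is not known. Peak calling without input leaves regions that gather reads in any library in the lists, and a deeper library gives more and higher-scored summits from the same binding.

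All summits lay on contigs of the reference and within their ends. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, with the hg38 sequence and GENCODE release 44. Summits on chromosomes 1 to 22, X and Y were used, except in the overlap of the NOTCH3 lists, which used all contigs. Summits within 500 bp counted as shared. A promoter site lay within 2 kb of the TSS of any transcript and an enhancer site farther away, as in the paper. A summit was placed in the protein-coding gene that spans it, or else in a long noncoding gene, and called UTR, exon or intron in that order.

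The GSI-lost sites stand in for the paper's dynamic peaks, which the paper determined by a method it cites and which are not among the files. They are the 992 highest-scored DMSO NOTCH3 summits without a GSI summit. For the share of H3K27ac summits kept after GSI, the 50000 highest-scored summits of each library were compared, so that both lists had the same length. Other H3K27ac counts, such as those by distance from a site, used all summits of each list unless stated. The random sets were matched on 10 score groups and 2 distance classes and were drawn 10000 times. Motifs were counted on both strands within 100 bp of a summit and in windows of the same width centred 2000 bp to either side. The procedures were tested on simulated data and recovered 8 of 8 simulated statistics.

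The names given in the text follow a rule. They are the 13 genes the paper names, the nearest genes of the 20 highest-scored GSI-lost sites with H3K27ac within 1 kb, the nearest genes of the 10 highest-scored kept sites, and members of 7 gene lists with a GSI-lost site within 50 kb. The NDME site was defined as the highest-scored DMSO NOTCH3 summit between MYC and GSDMC. Counts, sets, gene lists, this rule and 84 alternative settings were fixed before the data were examined, and 13 settings were added afterwards. Tests of explanations in the closing section were chosen after the result was seen, all but 1. The alternatives changed the minimum score, the distance for a shared summit, the promoter distance and annotation, the number of GSI-lost sites, the length of the H3K27ac lists, the motif and its window, and the gene list distance.

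No statistical test was made between DMSO and GSI, because a difference between single libraries cannot be set against the spread of replicates. Shares are given with 95% Wilson intervals, ratios of shares with 95% intervals, and percentiles describe where a value falls among random sets from the same libraries. The microarray and CUTLL1 experiments of the paper have no file here and were left out, as were comparisons of NOTCH3 with NOTCH1 peaks. LINC00977 is not in the annotation used. Results for some members of the gene lists are not reported.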

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

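No test in this part was chosen after its result was seen. Each NOTCH3 site below was picked out because it lies near a gene the paper does not discuss, has one of the highest scores among sites without a GSI summit, and has H3K27ac within 1 kb, and each is given with its DMSO score.

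On chromosome 21, the site nearest to the TSS of ENSG00000286594, in an intron of another noncoding gene, had a score of 214.9. The CNOT10 promoter site had 197.9, and the GRK5 intron site 189.9. A site 7533 bp from the GPR32 TSS, in an intron of SMIM47, had a score of 172.0. The ZNF155 site, 77 bp from the TSS of this zinc finger gene, had 167.4. The site in an intron of the noncoding gene ENSG00000267737 lay 16309 bp from the SOCS3 TSS and had 160.6. The LINC01451 site, the intergenic one whose nearest coding gene is NOTCH1, had 159.9. An intron of LINC02384 held a site with a score of 158.2 and an H3K27ac summit with a score of 231. The ERBIN-DT site, in an intron of ERBIN, had 156.6. Sites at ZNF101 and OPA3 had scores of 153.9 and 153.1. The PITPNM2 intron site had 151.6, and the CIRBP site, 99 bp from the TSS of this gene for a cold-inducible RNA-binding protein, had 151.2. In the immunoglobulin heavy chain locus, the IGHV3-71 site had a score of 149.0. A site 1587 bp from the TSS of a Y_RNA copy had 148.3. The same site lay 6483 bp from the TSS of IRF1, which encodes an interferon-regulated transcription factor. The LINC01607 site, which is the HEY1 site, had 148.2. An intron of the noncoding gene CTD-2194D22.4 held a site with a score of 146.3, which lay 8664 bp from the IRX4 TSS.

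Some groups of genes outside those the paper discusses were picked out because the number of members with a GSI-lost site within 50 kb lay above the range that holds 95% of random lists. Of 28 genes of T cell receptor signalling and the T cell surface, 13 had one, against a random median of 2. Of 29 T cell and T-ALL transcription factors it was 7, against a median of 2, and of 24 cell cycle and growth regulators it was 7, again against 2. The random lists were matched only on H3K27ac at the TSS, which 16743 of 20007 protein-coding genes had, so they were hardly matched on activity in T cells. They drew genes singly, while CD3D and CD3G share a site, as do CD8A and CD8B, so the random range may be too narrow. The transcription factors were inside the random range with 500 sites, with 2000 sites and within 10 kb, and the cell cycle list was inside it with 500 sites. The count of 4 for B cell, myeloid and erythroid markers reached the upper end of its range, 0 to 4, and did not pass it, while within 100 kb it was 7, above a range of 0 to 6.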

How the results depend on the processing

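The settings that look only at RBPJ-motif sites, only at GSI summits with scores of at least 10, at protein-coding TSSs over all contigs, at 30 kb on either side of a gene, at sites within or over 2 kb, and at looser motif pairs were chosen after the results were seen. Of 97 alternatives, 47 left a value within its interval or within 1.5 times a count, 48 moved it and 2 turned it to the other side. For the values that answer a comparison the numbers were 31, 31 and 2 of 64, and for the others 16, 17 and 0 of 33. No paired analysis was possible because each condition had 1 library. Unknown depth limits every comparison of the DMSO and GSI lists, and the cause was not tested for any value below.

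The share of GSI-lost sites more than 2 kb from a TSS turned from a minority to a majority with protein-coding TSSs (53.5%) and with all GSI-lost summits (59.7%). It moved to 48.5% at a promoter distance of 1 kb, 33.0% at 5 kb and 36.3% at sites with an RBPJ motif. Over all DMSO summits the share stayed a majority under every alternative run, with 58.9% at scores of at least 5, 59.2% at 10, 69.1% with protein-coding TSSs, 66.2% at 1 kb, 51.5% at 5 kb, 63.2% on all contigs, and 70.6% with protein-coding TSSs on all contigs. On all contigs, summits on a contig with no annotated TSS counted as more than 2 kb away, which raises these shares by construction. The share of DMSO NOTCH3 summits kept after GSI was 13.2% at scores of at least 5, 28.8% at 10, 5.97% on chromosomes 1 to 22, X and Y, and 6.66%, 6.91% and 8.14% when summits within 100, 250 and 1000 bp counted as shared. The difference in kept H3K27ac stayed below 0 under every alternative run, at -1.58 points with 1000 bp and -8.53 at sites with an RBPJ motif.

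The H3K27ac count at the site relative to that at 200 to 400 bp was 53.9% in DMSO with 500 sites and 109% with 2000. In the GSI library it was 81.8% with the 50000 highest-scored summits, 78.7% with 500 sites and 142% with 2000. The RBPJ ratio of sites to flanks stayed above 1 under every alternative run, with 3.62 for the core TGGGAA, 6.61 for GTGRGAA, 22.8 within 50 bp, 4.88 within 250 bp, 20.7 against the reversed motif and 8.35 with 2000 sites. Pairs of RBPJ motifs numbered 1 when one site was allowed to be TGGGAA and 7 with TNNGAA, for which flanks gave an average of 2. The count of named genes with a NOTCH3 summit (9 to 13 of 13), the MYC region share (3.497% to 6.02%) and the count of Notch genes with a GSI-lost site (10 to 16 of 34) stayed within the limits set. At scores of at least 30, a cutoff not among the alternatives, the MYC region share was 14.3% (2 of 14, interval 4.01 to 39.9). This lay above the interval of the main value, 1.62 to 7.44.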

Differences from the paper's values

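The setting with protein-coding TSSs on all contigs, the one that lets only GSI summits with scores of at least 10 keep a site, and the z-scores of motifs were chosen after the values were seen. The number of NOTCH3 peaks in DMSO, 20577, is the same in the paper and in the list. The share of all NOTCH3 summits within 2 kb of a TSS is about 24% in Fig. 4A, read by eye, as the paper's value, and was 38.6% here. Of the alternatives set before the data were examined, 2 fell within 1.5 times the paper's value, with 30.9% for protein-coding TSSs only and 33.8% for a promoter distance of 1 kb. The others did not, with 41.1% at scores of at least 5, 40.8% at 10, 48.5% at 5 kb and 36.8% on all contigs. Protein-coding TSSs on all contigs, chosen after seeing the values, gave 29.4% and dropped no summit of the paper's list. In the settings on all contigs, a summit on a contig with no annotated TSS counted as more than 2 kb from one. This lowers the share within 2 kb by construction, so these settings do not bear on the difference.

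The paper says that dynamic NOTCH3 sites are found more in enhancers than in promoters. Among the GSI-lost sites, which are not the paper's dynamic peaks, enhancers were the minority at 42.9%. They were the majority with protein-coding TSSs (53.5%) and among all GSI-lost summits (59.7%), and at 45.2% they were the minority when only GSI summits with scores of at least 10 kept a site. The paper calls the NOTCH3 site in the NDME dynamic. It lies outside the GSI-lost sites, since a GSI summit was called 88 bp away, with a score of 5.23 in its list where the DMSO summit had 139 in its own.

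The paper ranks RUNX next to RBPJ among motifs of common dynamic sites, by SeqPos z-score. At the GSI-lost sites, by the z-score of the difference between site and flank shares, RBPJ came first at 23.3, and RUNX, at 6.94, came after SP/KLF (20.8), the CAGCTG E-box (10.4), ETS (10.2) and the MYC E-box (7.06). By ratio to flanks RUNX, at 2.09, came after these and after CTCF, whose ratio of 8.48 rests on 17 sites (interval 2.86 to 25.1). The sites were not divided into common and selective ones as in the paper. The paper says that most H3K27ac marks of the MYC enhancer region in TALL1 cells lie near the NDME site, a statement on signal, while called summits are counted here. Of the 47 summits within 10 kb of the site or 3' of it, 6 lay within 10 kb. From MYC to GSDMC, a wider stretch than the enhancer region, it was 6 of 171, of which 124 lay between MYC and the site. With scores of at least 30 the count near or 3' of the site was 2 of 3, on the paper's side. The paper finds little H3K27ac at the BDME, a statement on signal, and gives no coordinates for it. The stretch counted here runs from 10 kb 3' of the NDME site to GSDMC and was not drawn to match the BDME. In DMSO it held 41 summits, or 7.19 per 100 kb, against 6.79 over the genome. Of the 41, 20 had scores of at least 10, which 46.7% of the library had. At higher scores the stretch held a smaller share than the library, on the paper's side, though the counts are small. It held 4 summits with scores of at least 20, where a score of 20.19 ranked 41161 among the library's 216352. With scores of at least 30 it held 1, where a score of 30.04 ranked 27194. After GSI the stretch held 4.39 summits per 100 kb, against 8.62 over the genome.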

Other observations

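Tests of explanations in this part were chosen after the result was seen, except the one on H3K27ac at weak summits. Genes of T cells carried several strong GSI-lost sites. CD3E, which encodes a chain of the T cell receptor complex, had an intergenic site 4705 bp from its TSS with a score of 144 (rank 50, chromosome 11, 118316849). ZAP70, a kinase that signals from that receptor, had one with a score of 72.9 and the motif CGTGGGAA. DNTT, the terminal transferase that adds bases at receptor joints, had 55.7, CD7 had 47.3 (15180 bp from its TSS), and LCK, another kinase of the receptor, had 34.8. CD28 (26.9), LAT (23.7), CD247 (18.5) and CD6 (17.5) followed, while CD8A and CD8B shared a site (23.7), as did CD3D and CD3G (18.3). Of these T cell receptor and surface genes, ZAP70 alone had an RBPJ motif within 100 bp of its site. Among transcription factors, LEF1 had 59.6, RUNX1 55.2, TCF7 39.9, IKZF1 21.4, GATA3 21.1 and SATB1 19.1, and the ID3 site is that of E2F2. Only the GATA3 site among them had an RBPJ motif. With the 500 highest-scored sites, 7 T cell receptor genes had a site, above the random range of 0 to 4. The transcription factors lay inside the random range with 500 sites (4, range 0 to 4), with 2000 sites (8, range 1 to 9) and within 10 kb of a TSS (4, range 0 to 4).

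Among cell cycle and growth regulators, E2F2, which encodes a transcription factor of cell cycle entry, had a site within 50 kb with a score of 39.6, and BCL2L1 had 30.1, RB1 25.2, PIK3CD 20.0 and E2F1 16.1. The site counted for E2F1 lay 45854 bp from its TSS and 229 bp from that of ZNF341. The site counted for RB1 lay in an RB1 intron, 42 bp from the TSS of RCBTB2. With 500 sites this list had 3 members with a site, inside the random range of 0 to 4. Of 24 MYC targets of ribosome and nucleotide synthesis 0 had a GSI-lost site, inside the random range of 0 to 6 (percentile 4.33), and all 24 had H3K27ac at the TSS. Of 23 B cell, myeloid and erythroid markers 4 had one (percentile 95.4), among them CD79A (23.2), PAX5 (25.1) and BLNK, whose site is that of DNTT. The site counted for CD79A lay 11034 bp from its TSS, in an intron of ARHGEF1. Of 18 genes of other tissues 1 had one, GFAP (percentile 36.8), at 30926 bp from its TSS and 90 bp from that of KIF18B. In the Notch list the remaining members were CCND3 (19.4) and DLGAP5 (20.4).

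NOTCH3 summits with scores under 5, 9466 in number, lay in sequence of 60.2% GC against 40.9% in flanks. Weak binding through RBPJ motifs is argued against as the source of most of them, since 2.18% (interval 1.90 to 2.49) had the motif where 33.4% of GSI-lost sites did. That share lay below the 2.58% (2.36 to 2.82) of their flanks. It lay above the 1.36% (1.15 to 1.62) of the reversed motif in the same windows, which was at 2.16% in flanks. These controls differ, so such binding stays open for a small part. The start of the Alu consensus lay within 100 bp of 26.4% of the weak summits, against 4.66% of flanks and 3.33% of GSI-lost sites. Reads gathering in Alu repeats in a library called without input are therefore a candidate explanation for part of them. Open chromatin is another candidate, as 71.1% of the weak summits had H3K27ac within 1 kb against 19.7% of positions 10 kb away. The H3K27ac lists were called without input too, so reads gathering in repeats could also give such summits. Weak summits with and without the Alu start were not compared, so this share does not tell the explanations apart. GC content alone does not separate the weak summits from the GSI-lost sites (62.6%), and neither weaker forms of the RBPJ motif nor binding without it were tested.

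These weak summits were unevenly spread, with 11.6 per Mb on chromosome 21, 7.53 on 13, 7.18 on 20 and 5.396 on 10. Per 100 H3K27ac summits, chromosomes 13 (10.2) and 21 (8.82) stood out, while 20 (5.92) and 10 (5.67) were near 14 (5.76) and 6 (5.61). The density of active chromatin may account for part of the spread, since over all 22 autosomes 53.8% of the variance of the log number per Mb was left when counted per H3K27ac summit (interval 33.5 to 92.5), which does not settle it. Gained copies in the TALL1 line may raise weak signal, and on the 4 autosomes densest in weak NOTCH3 summits the weakest H3K27ac summits were 1.87 times as many per coding gene (1.83 to 1.92), but per Mb 1.38, below the 1.45 of all H3K27ac summits. Copy number was not measured, and the explanation stays open.

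Among NOTCH3 summits with scores of at least 60, 71 kept a GSI summit, at a median distance of 16 bp. Of these, 23 (32.4%, interval 22.7 to 43.9) had an RBPJ motif against 0.752% of flanks, which argues against repeats that gather reads in every library as the source of the whole group but not of the 48 without a motif. A repeat of this kind would gather H3K27ac reads too, so H3K27ac at a site does not rule it out. NOTCH3 left at its strongest sites after GSI could explain others, and among the 69 with H3K27ac the motif share was 31.9%, below the 53.3% (45.7 to 60.6) of GSI-lost sites of that score. The explanations were not told apart for the sites without a motif, because repeat sequence was not counted at these sites alone. NOTCH3 held there without RBPJ sequence was not tested either.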
